# Survival and Diversity of Human Homologous Dietary MicroRNAs in Conventionally Cooked Top Sirloin and Dried Bovine Tissue Extracts

**DOI:** 10.1371/journal.pone.0138275

**Published:** 2015-09-22

**Authors:** Joseph T. Dever, Michael Q. Kemp, Amber L. Thompson, Hana G. K. Keller, James C. Waksmonski, Chris D. Scholl, David M. Barnes

## Abstract

Dietary microRNAs (miRNAs), notably those found in milk, are currently being investigated for their potential to elicit biological effects via canonical binding to human messenger RNA targets once ingested. Besides milk, beef and other bovine tissue-derived ingredients could also be a relevant source of potentially bioactive dietary miRNAs. In this study, we characterized the human homologous miRNA profiles in food-grade, bovine-sourced sirloin, heart and adrenal tissue (raw, cooked, and pasteurized, freeze-dried extracts) via deep-sequencing and quantitative reverse transcription PCR (RT-qPCR). A total of 198 human homologous miRNAs were detected at 10 or more normalized reads in all replicates (n = 3) of at least one preparation method. Tissue origin rather than preparation method was the major differentiating factor of miRNA profiles, and adrenal-based miRNA profiles were the most distinct. The ten most prevalent miRNAs in each tissue represented 71–93% of the total normalized counts for all annotated miRNAs. In cooked sirloin, the most abundant miRNAs were miR-10b-5p, (48.8% of total annotated miRNA reads) along with the muscle-specific miR-1 (24.1%) and miR-206 (4.8%). In dried heart extracts, miR-1 (17.0%), miR-100-5p (16.1%) and miR-99a-5p (11.0%) gave the highest normalized read counts. In dried adrenal extracts, miR-10b-5p (71.2%) was the most prominent followed by miR-143-3p (7.1%) and 146b-5p (3.7%). Sequencing results for five detected and two undetected miRNAs were successfully validated by RT-qPCR. We conclude that edible, bovine tissues contain unique profiles of human homologous dietary miRNAs that survive heat-based preparation methods.

## Introduction

MicroRNAs (miRNA) are a ubiquitous class of small non-coding RNA in plants and animals that inhibit the protein translation of messenger RNA (mRNA) through antisense binding [1]. Currently, over 2,500 human miRNAs are listed in miRBase (version 21) [2], and their regulatory effect on cellular and physiological processes is widespread. Mature, single-stranded miRNAs, typically 22 nucleotides in length, are derived from longer hairpin precursors through cleavage by Drosha and Dicer [1]. They are then bound to Argonaute 2 as part of the RNA-silencing complex that facilitates binding of miRNAs to their mRNA targets.

In 2012, Zhang and colleagues published a detailed set of experiments providing evidence that orally consumed miR-168a in rice could be absorbed into systemic circulation, enter the liver, bind to and decrease translation of low-density lipoprotein receptor adapter protein 1 mRNA, and decrease LDL removal from plasma [3]. These results contradicted long-held assumptions that orally ingested RNA was nutritionally irrelevant and sparked a flurry of scientific discussion and activity on the topic [4–10]. To date, three follow-up studies [5–7] investigating the oral absorption of several plant-specific miRNAs and one animal-specific miRNA (miR-21) [5] have reported negligible miRNA absorption. One study [10] did report serum and tissue detection of miR-172, a prominent miRNA in *Brassica* species, following oral intake of RNA from *Brassica oleracea* in mice, but with apparent low bioavailability (less than 4.5%). While these reports highlight the potential bioactivity of plant-based dietary miRNAs, studies investigating animal-based miRNAs are perhaps more compelling. Raw human and cow’s milk are rich sources of dietary miRNAs [11] many of which reside within milk exosomes which may increase their stability and bioavailability [12,13]. Uptake of dietary miRNAs from cow’s milk into the systemic circulation of five healthy adults has now been demonstrated [14]. Milk-based miRNAs with immunomodulatory activity could even explain why consumption of raw cow’s milk in the first year of life is associated with a reduced incidence of atopic allergies [15]. Besides milk, little is known about the profile and potential bioactivity of miRNAs in other edible products of animal origin such as beef, which is consumed by millions of people worldwide [16], or bovine tissue extracts, which are used as dietary ingredients.

In this study, we utilized deep miRNA sequencing and quantitative reverse transcription PCR (RT-qPCR) to characterize the profile and stability of human homologous bovine miRNAs in food-grade bovine tissues including top sirloin, heart, and adrenal. We tested the effect of conventional cooking (pan-frying) or pasteurization followed by freeze-drying of liquid tissue extracts on the tissue miRNAs. Our overall goal was to provide prerequisite compositional information required for the broader effort of determining whether meat-based miRNAs are nutritionally relevant.

## Methods

### Sample Collection

Bovine muscle and organ tissues investigated were United States Department of Agriculture grade and suitable for human consumption. Meat products were not aged and were derived from an aggregate of breeds. Freshly-cut top sirloin samples (12–15 pounds each) were obtained from grocery stores in south-central Wisconsin (WI) including Walmart Supercenter (Monona, WI), Piggly Wiggly (Cambridge, WI), and Pick ‘n Save (Fort Atkinson, WI). Bovine hearts (Long Prairie Packing, Long Prairie, MN, Federal Establishment #253) and bovine adrenals (Cargill Wyalusing, Wyalusing, PA, Federal Establishment #9400) were purchased directly from United States Department of Agriculture-inspected facilities. Each organ sample consisted of pooled tissues (12–15 pounds each) from multiple animals.

### Sample Preparation

Sirloin, heart, and adrenal samples were initially ground using an STX Turbo Force meat grinder. To prepare conventionally cooked tissue samples, the ground tissues were pan-fried (no pink meat remaining) using an electric skillet set to 350°F (177°C). To prepare dried tissue extracts, the ground tissue was processed into a liquid tissue extract using a lab scale method based on a production scale, food-grade extraction process (Standard Process, Inc, Palmyra, WI). The liquid tissue extract was then flash pasteurized at 72°C for 15 seconds and subsequently freeze-dried. The freeze-dried extracts were ground into a powder using a mortar and pestle. All samples were then stored at -20°C.

### RNA Extraction

Total RNA was extracted from each raw, cooked, and dried tissue using the *mir*Vana™ miRNA Isolation Kit (Life Technologies, Carlsbad, CA) based on the manufacturer’s instructions. Briefly, 100 mg of the raw or pan-fried samples and 25 mg of the dried extracts were sonicated for 5 minutes in 600 μL Lysis/Binding^TM^ solution, followed by an acid-phenol extraction. Total RNA was collected in a spin column and eluted in 50–100 uL Elution solution. Quantity and purity were determined using a Nanodrop ND-1000. RNA integrity was assessed using a Bioanalyzer (Agilent, CA). Samples were shipped on dry ice to Arraystar, Inc. (Rockville, MD) for sequencing.

### Deep miRNA Sequencing

Total RNA from each sample was used to prepare the miRNA sequencing library which included the following steps: 1) 3'-adapter ligation with T4 RNA ligase 2 (truncated); 2) 5'-adapter ligation with T4 RNA ligase; 3) cDNA synthesis with RT primer; 4) PCR amplification; 5) extraction and purification of ~135–155 bp PCR amplified fragments (correspond to ~15–35 nt small RNAs) from the PAGE gel. After the completed libraries were quantified with an Agilent 2100 Bioanalyzer, the DNA fragments in the libraries were denatured with 0.1M NaOH to generate single-stranded DNA molecules, captured on Illumina flow cells, amplified *in situ* and finally sequenced for 36 cycles on Illumina HiSeq® 2000 according to the manufacturer’s instructions. After sequencing images were generated, image analysis and base calling were performed using Off-Line Basecaller software (OLB V1.8.0). Subsequently, 3’ adapter sequences were trimmed from clean reads (reads that passed Solexa CHASTITY quality filter) and the reads shorter than 15nt were discarded. The 3’-adapter-trimmed-reads (> = 15nt) were aligned to the latest known cow and human reference miRNA precursor set (Sanger miRBase 20) using Novoalign (v2.07.11). Reads (counts < 2) were discarded when calculating the miRNA expression. In order to characterize the isomiR variability, any sequence that matched the miRNA precursors in the mature miRNA region ±4nt (no more than one mismatch) were accepted as mature miRNA isomiRs, which were grouped according to the 5-prime (5p) or 3-prime (3p) arm of the precursor hairpin.

### Quantitative reverse transcription PCR (RT-qPCR)

RT-qPCR for selected miRNAs was carried out using the Taqman® assay (Life Technologies). Total RNA (10 ng) was combined with 100 mM dNTPs, 50 U/uL reverse transcriptase (RT), 20 U/uL RNase inhibitor, buffer, RNase-free water, and primers per manufacturer’s instructions. Reverse transcription reactions were run using a Mastercycler® Gradient (Eppendorf, Germany) with the following parameters: 30 minutes at 16°C, 30 minutes at 42°C, 5 minutes at 85°C, followed by a hold at 4°C. Samples that were not used immediately were stored at -80°C. The product was combined with Taqman® Universal PCR Master Mix II (no UNG), water, and the appropriate probe per manufacturer’s instructions. Samples, as well as no template controls, were run in triplicate. The Applied Biosystems 7300 Real-Time PCR software was set up as follows: 10 minutes at 95°C, then 40 cycles of 15 seconds at 95°C followed by 60 seconds at 60°C. Threshold values were set at 0.2 after verifying that 0.2 was above the background noise and fell within the exponential phase across all samples.

### Data Analysis

Sequencing (percentage annotated reads and 22 Nt-enrichment levels) and RT-qPCR data were compared using ANOVA with Tukey’s honest significant difference test as the post-hoc analysis (p<0.05). For miRNA filtering and differential analysis, the normalized read counts of the most abundant isoform for each annotated miRNA was uploaded into GeneSpring Mass Profiler Professional software, Version 13.0 (Agilent Technologies, Santa Clara, CA) as a generic (.csv) file. The log_2_ transformed read counts were compared using a Pearson’s correlation heat map. Univariate analysis was carried out using ANOVA with Benjamini-Hochberg as the multiple testing correction and Tukey’s honest significant difference test as the post-hoc analysis method (p<0.05). Differentially detected miRNAs were then visualized using principle component analysis with 4 components utilized and hierarchical clustering analysis with the Pearson’s Centered algorithm as the distance metric and Ward’s method as the linkage rule.

## Results

### Experimental Design

Independent, commercial sources (n = 3) of top sirloin, heart, and adrenal were ground and prepared via pan-frying (cooking) or by a series of steps resulting in a pasteurized, freeze-dried extract (S1 Fig). Total RNA was then obtained from each sample for miRNA sequencing. 

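Small RNA sequencing of 24 libraries was analysed, with 3 libraries in each of 8 groups: raw and cooked top sirloin, raw, cooked and dried extract heart, and raw, cooked and dried extract adrenal. The authors trimmed the adapters, aligned the reads to the miRNA precursors of miRBase with Novoalign and deposited the raw read count and the normalized reads of the most abundant isoform of each mature miRNA. The normalized reads are counts divided by the reads aligned to human miRNAs and scaled alike in all libraries. Thus 1 read was worth 0.283 normalized reads in raw sirloin replicate 2 and 104 in cooked adrenal replicate 2. For 21 of the 198 miRNAs compared below, the count and normalized tables list different most abundant sequences. For these, the filter and the shares of normalized reads rest on another sequence than the tested counts. The counts summed to 664242 to 2143406 per library in raw sirloin (median 1538405) and to 785823 to 1956064 in cooked sirloin (median 1299519). In heart the totals were 23338 to 77998 in raw tissue (median 73458), 9201 to 91811 in cooked tissue (median 47233) and 29117 to 277724 in the extract (median 157432). In adrenal they were 11929 to 219790 in raw tissue (median 61801), 3410 to 23183 in cooked tissue (median 4088) and 219863 to 472971 in the extract (median 291795). The counts of the human-annotated table were compared with edgeR's quasi-likelihood test, with all 8 groups in 1 fit, over the 198 miRNAs with at least 10 normalized reads in all 3 libraries of a group. Library sizes were the reads aligned to human miRNAs, scaled by TMM, and adjusted p-values are two-sided and follow Benjamini and Hochberg, with a threshold of 0.05. The fold changes carry the TMM scaling, so they differ from the ratios of the normalized reads given beside them. edgeR's test gives no standard error, so those printed are the size of the log2 fold change over the square root of the F value. For miRNAs with few counts in a group they are a poor measure of its uncertainty. A miRNA with no counts in a group is given as a lower bound, taken from a floor of 3 counts over the 3 libraries of that group. The floors and the intervals cover counting error only, and the floors bound the deposited counts, from which reads seen fewer than 2 times had been removed.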

We were unable to consistently obtain detectable RNA from dried sirloin extracts and so only raw and cooked sirloin RNA samples were sequenced. RNA integrity from all raw tissues was low and was further reduced in cooked samples and extracts (Fig 1A). Nevertheless, we proceeded with miRNA sequencing because previous studies have demonstrated that miRNAs are stable and measurable even in low-integrity RNA extracts subjected to high heat [17].

**Fig 1:**
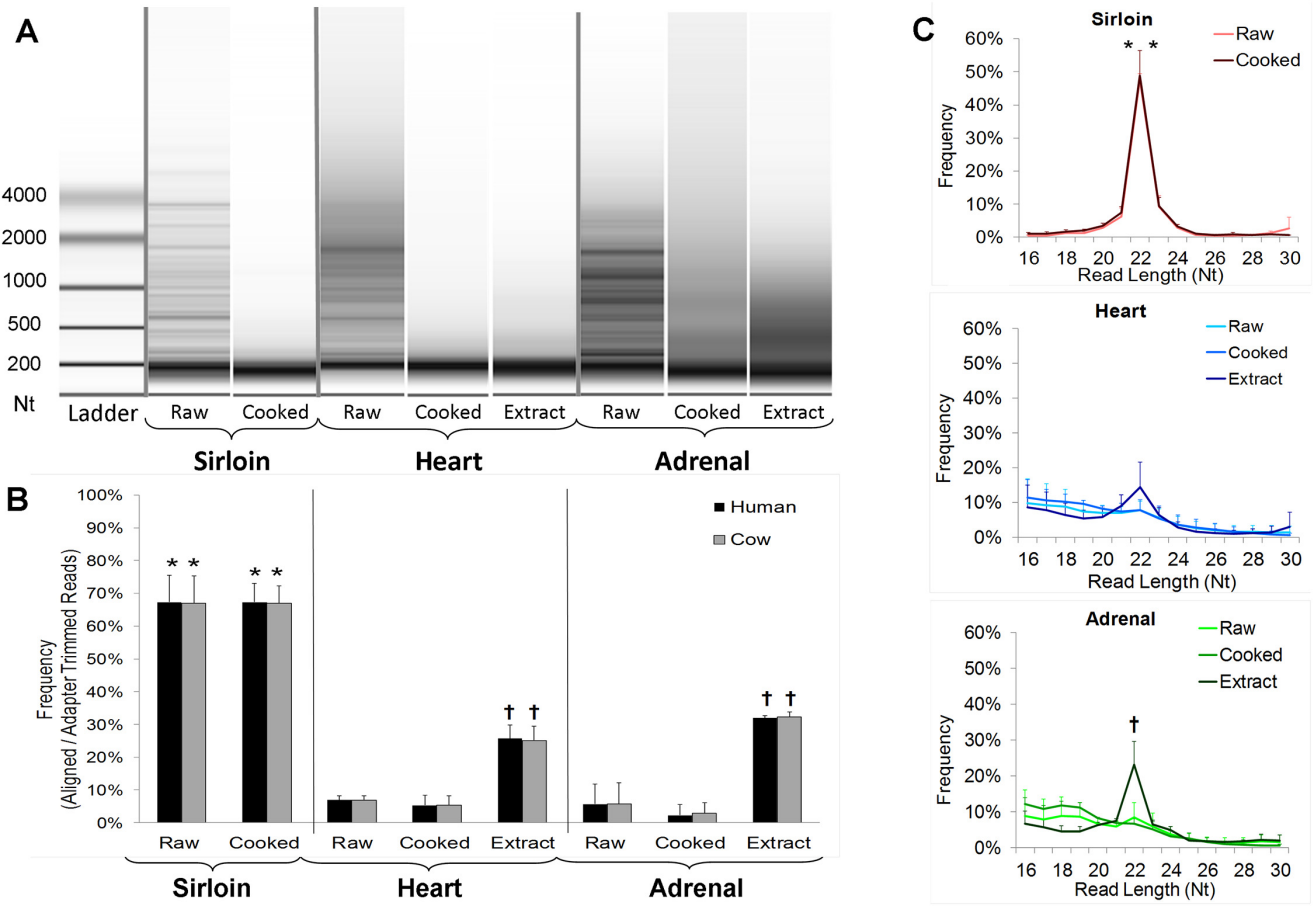
Sequencing Results. A) Representative images of total RNA from each raw and prepared tissue following electrophoretic separation. B) The percentage of adapter-trimmed reads annotated as bovine or human miRNAs. C) Read-length frequency graphs for raw and Prepared tissues. Data is expressed as mean ± SD, * significantly different (p<0.05) from all samples derived from different tissue types. † significantly different (p<0.05) from raw and cooked samples of the same tissue type.

### Detection of human homologous bovine miRNAs

For each sample, 1 to 6.7 million clean reads corresponding to 0.5 to 5.8 million adapter-trimmed reads was obtained (S1 Table). 

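Reads aligned to human miRNAs ranged from 1385246 to 3531067 per library in raw sirloin (median 2925117) and from 1733879 to 3498358 in cooked sirloin (median 2490103). Raw heart libraries held 77574 to 247158 aligned reads (median 242227), cooked heart libraries 34305 to 342475 (median 140701) and heart extract libraries 91465 to 795821 (median 497594). Raw adrenal libraries held 38354 to 319547 aligned reads (median 110962), cooked adrenal libraries 9585 to 55625 (median 14137) and adrenal extract libraries 383872 to 840860 (median 483333). Each of the sirloin libraries lay above all heart and adrenal libraries. Adapter-trimmed reads ranged from 400452 to 5755090 over the 24 libraries. Fewer than 50000 aligned reads were found in 4 libraries, which were cooked heart replicate 1, 1 raw adrenal library and 2 cooked adrenal libraries.

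**Figure D1:**
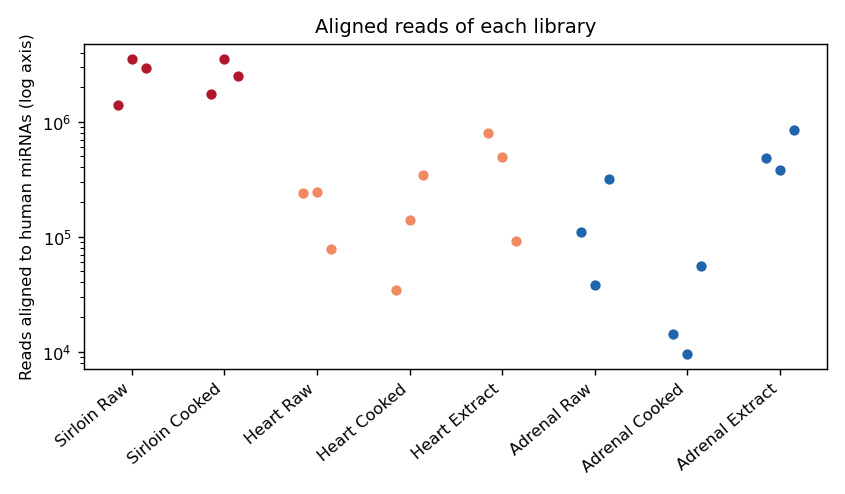
Reads aligned to human miRNAs in each library, on a log axis, by tissue and preparation. Each point is 1 of the 3 libraries of a group, and the cooked adrenal libraries lie lowest, at 9585 to 55625 reads.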

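By the aligned reads of S1 Table, the ratio of reads aligned to human miRNAs over reads aligned to cow miRNAs had a median of 1.00 over the 24 libraries. It ranged from 0.563 in cooked adrenal replicate 2 to 1.07 in cooked heart replicate 1. Of the 198 human-annotated miRNAs that were compared, 145 had a most abundant sequence that the cow-annotated table also lists. Of these, 138 had identical counts in both tables in all 24 libraries. By name or sequence, 51 of the 198 had no cow-annotated counterpart.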

In all cases, the number and percentage of adapter-trimmed reads aligned to known bovine miRNAs was nearly identical to the percentage aligned to known human miRNA sequences (Fig 1B). 

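Counted miRNA reads, taken as the summed counts of the most abundant isoforms, made up 36.3% ± 6.84 (SD, n = 3) of the adapter-trimmed reads in raw sirloin and 34.3% ± 2.90 (SD, n = 3) in cooked sirloin. They made up 2.13% ± 0.460 (SD, n = 3) in raw heart and 3.34% ± 2.49 (SD, n = 3) in raw adrenal. The raw sirloin share was 17.0 times that of raw heart and 10.9 times that of raw adrenal, with no overlap between libraries. The ratio to raw heart was 9.70 with the aligned reads of S1 Table and 10.5 with all isoforms counted, a choice made after the data were seen. In both comparisons the exact permutation test gave a two-sided p of 0.1, the smallest that 3 libraries against 3 allow. Cooked and raw sirloin differed by less than the spread between their libraries (exact permutation test, two-sided p = 0.7).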

A much higher percentage of adapter-trimmed reads in raw (67 ± 8%) and cooked (67 ± 6%) sirloin corresponded to annotated cow and human miRNAs compared to heart and adrenal-based RNA samples. 

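In heart extract, counted miRNA reads were 8.44% ± 2.14 (SD, n = 3) of the adapter-trimmed reads, and in adrenal extract they were 18.6% ± 6.95 (SD, n = 3). Heart extract lay 6.30 percentage points above raw heart, a ratio of 3.95, and adrenal extract lay 15.3 points above raw adrenal, a ratio of 5.58. With the aligned reads of S1 Table the differences were 18.7 points in heart and 26.3 in adrenal, and with all isoforms counted, chosen after the data were seen, 13.2 and 25.2. Leaving out 1 library at a time gave differences of 5.65 to 7.54 points in heart and 11.6 to 18.5 points in adrenal. All extract libraries lay above all raw libraries of their tissue (exact permutation test, two-sided p = 0.1, the smallest possible with 3 against 3). Cooked heart held 1.51% ± 0.748 (SD, n = 3) and cooked adrenal 0.825% ± 0.387 (SD, n = 3), and both overlapped their raw tissue (exact permutation test, two-sided p = 0.3 for each).

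**Figure D2:**
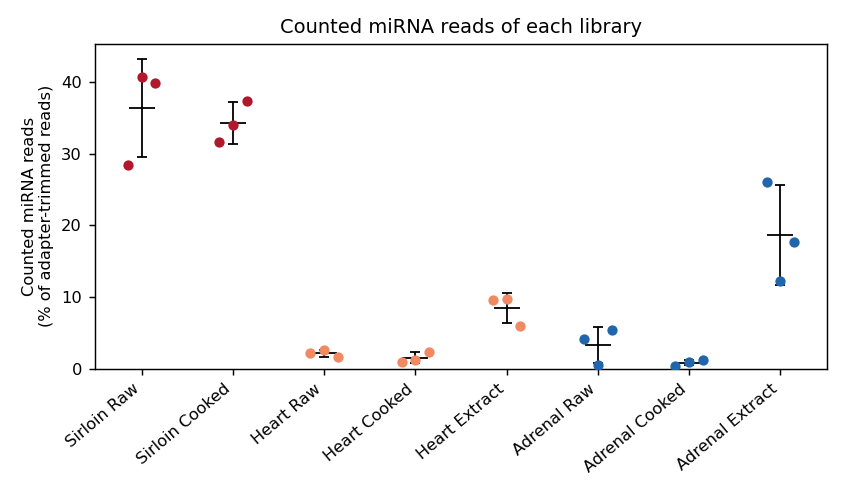
Counted miRNA reads as a percentage of adapter-trimmed reads in each library, with the mean and SD of each group. Heart and adrenal extracts, at means of 8.44% and 18.6%, lie between their raw tissues and sirloin.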

A higher miRNA annotation percentage was also observed in heart and adrenal-based dried extracts (26 ± 6% and 32% ± 11%, respectively) compared with their respective raw tissues (7 ± 1% and 6 ± 3%). Read length frequency analysis revealed similar trends. Raw and cooked sirloin were much more 22-Nt (nucleotide)-enriched (48 ± 2 and 49 ± 8%, respectively) compared with the other tissues (Fig 1C). An increased 22-Nt read length percentage was also noted in adrenal extracts (23 ± 6%) compared with raw adrenal (8 ± 4%).

### Dietary miRNA profiles are distinguished by tissue origin

A total of 906 human-homologous miRNAs were initially detected (2 or greater normalized read counts of the most abundant miRNA isoform) across all samples. 

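In the human-annotated table, 904 of the 2191 listed miRNAs had at least 2 normalized reads of the most abundant isoform in at least 1 library. What 1 read was worth differed between groups, from 0.449 ± 0.238 normalized reads (SD, n = 3) in raw sirloin to 7.02 ± 5.08 (SD, n = 3) in raw heart and 64.3 ± 43.5 (SD, n = 3) in cooked adrenal.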

To select for the most consistent and robustly expressed miRNAs, those not detected at 10 or more normalized reads in all replicates (n = 3) of one or more sample groups were filtered. Normalized read counts of the resulting 198 miRNAs across all tissues and treatments were log_2_ transformed for differential analysis. 

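Of the 198 miRNAs, 36 reached 10 normalized reads in all 3 libraries of all 8 groups, and 42 did so in a single group. miR-133b, a miRNA of striated muscle, miR-208b-3p, which is encoded within a myosin gene, miR-378c and the widely expressed miR-16-5p did so in all sirloin and heart groups and in no adrenal group. miR-382-5p, a member of the imprinted DLK1-DIO3 cluster, did so in all adrenal groups and in no other group. These 5 are named because no others met these conditions, which were chosen after the values were seen. In the cow-annotated table, 173 of 710 miRNAs passed the same filter.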

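Pearson correlations of log2(normalized reads + 1) across the 198 miRNAs were 0.920 to 0.945 between raw sirloin replicates and 0.917 to 0.930 between cooked sirloin replicates. They were 0.742 to 0.865 in raw heart, 0.726 to 0.796 in cooked heart and 0.809 to 0.848 in heart extract. In adrenal they were 0.679 to 0.849 in raw tissue, 0.684 to 0.725 in cooked tissue and 0.795 to 0.857 in the extract. These are correlations across miRNAs, which are not independent replicates.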

Correlation among sample replicates for each group was highest for raw (0.92–0.95) and cooked (0.91–0.93) sirloin and ranged from 0.68–0.86 among replicates in heart and adrenal-based groups (S2 Table). Correlation and univariate statistical analysis (ANOVA) across experimental groups revealed that, regardless of processing, adrenal-based miRNA profiles were the most distinct showing lower correlation (0.47–0.63) and higher numbers of significantly different miRNAs (28–46) when compared with sirloin and heart-based miRNA profiles (Fig 2). In contrast, sirloin and heart-based miRNAs profiles, regardless of processing, were more correlated (0.72–0.84) and had lower numbers of significantly different miRNAs (12–22). 

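miR-375, a miRNA of neuroendocrine cells, had 3371 ± 1819 normalized reads (SD, n = 3) in raw adrenal, 2.67 ± 3.79 (SD, n = 3) in raw sirloin and 6.67 ± 11.5 (SD, n = 3) in raw heart. Its log2 fold change from raw adrenal was −9.24 in raw sirloin (standard error 1.15, adjusted p = 4.03e-06 from edgeR) and −8.71 in raw heart (standard error 1.18, adjusted p = 2.47e-05), lower in all 3 of 3 libraries each time. miR-379-5p, from the imprinted DLK1-DIO3 cluster, had 5003 ± 3810 normalized reads (SD, n = 3) in raw adrenal against 37.7 ± 24.1 in raw sirloin and 110 ± 122 in raw heart. It was lower in both by edgeR (log2 fold change −5.59, standard error 1.05, adjusted p = 3.33e-04; and log2 fold change −5.37, standard error 1.04, adjusted p = 6.96e-04), lower in all 3 of 3 libraries each time. miR-133a-3p, a miRNA of striated muscle, ran the other way, with 3001 ± 2278 in raw sirloin, 1674 ± 899 in raw heart and 59.7 ± 61.0 in raw adrenal (SD, n = 3). It was above raw adrenal in raw sirloin by edgeR (log2 fold change 7.01, standard error 0.90, adjusted p = 4.20e-06) and in raw heart (log2 fold change 5.10, standard error 0.83, adjusted p = 1.92e-04), higher in all 3 of 3 libraries each time. miR-133b, from the same muscle family, had no counts in raw adrenal and was at least 193-fold higher in raw sirloin and at least 40.2-fold higher in raw heart. miR-410-3p, another member of the DLK1-DIO3 cluster, had no counts in raw heart and was at least 36.3-fold lower there than in raw adrenal.
Of 9 striated muscle miRNAs tested, 8 were higher in raw sirloin than in raw adrenal (9 when adjusted over the list alone) and all 9 were higher in raw heart (9 when adjusted over the list alone). Of 6 miR-378 family members, 4 were higher in raw sirloin (4 adjusted over the list alone) and 4 in raw heart (5 adjusted over the list alone). Of 17 miRNAs of the DLK1-DIO3 cluster, 6 were lower in raw sirloin than in raw adrenal (9 adjusted over the list alone) and 12 were lower in raw heart (13 adjusted over the list alone). Of 5 neuroendocrine miRNAs, 3 were lower in raw sirloin (3 adjusted over the list alone) and 3 in raw heart (4 adjusted over the list alone), while none of 9 let-7 and miR-98 miRNAs of the 5p arm passed in either comparison. let-7b-3p, of the other arm, had no counts in raw adrenal and was called by edgeR in raw sirloin, at least 7.85-fold higher (adjusted p = 0.0120). Set against all other miRNAs with camera, the muscle list was higher in sirloin (adjusted p = 9.68e-06, and adjusted p = 0.0488 with an estimated correlation) and in heart (adjusted p = 2.49e-06, and adjusted p = 0.0433 with an estimated correlation). The miR-378 family was higher in sirloin (adjusted p = 5.11e-04, and adjusted p = 0.0488 with an estimated correlation), whereas its call in heart was not kept (adjusted p = 0.0012, and adjusted p = 0.0520 with an estimated correlation). The DLK1-DIO3 list was lower in heart (adjusted p = 3.83e-10, and adjusted p = 0.0184 with an estimated correlation), but its call in sirloin was not kept (adjusted p = 5.30e-06, and adjusted p = 0.0520 with an estimated correlation). The neuroendocrine calls were not kept either (adjusted p = 0.0029 in sirloin and 0.0031 in heart, and adjusted p = 0.138 with an estimated correlation for both).
Over all 198 miRNAs, edgeR called 50 between raw sirloin and raw adrenal, 24 higher and 26 lower, and 44 between raw heart and raw adrenal, 24 higher and 20 lower. Without raw adrenal replicate 2 the first count was 26, and the second was 28 without raw heart replicate 1 and 24 without raw adrenal replicate 1. With the replicate number as a block the first count was 63. The 3 libraries of 1 group lay apart from the 3 of the other for 87 and 59 miRNAs, where chance gives 10%. Other scalings moved the split of the 50, to 16 higher and 41 lower with the size factors of DESeq2 in edgeR, 13 and 38 with library size alone and 15 and 42 with DESeq2, which gave 18 higher and 24 lower in heart against adrenal. Over the 15 pairs of an adrenal group with a sirloin or heart group, edgeR called 21 to 75 miRNAs, and the Pearson correlation of the group means was 0.469 to 0.632 (median 0.580). From the low correlations and the high numbers of different miRNAs, the paper concludes that the adrenal-based profiles were the most distinct.

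**Figure D3:**
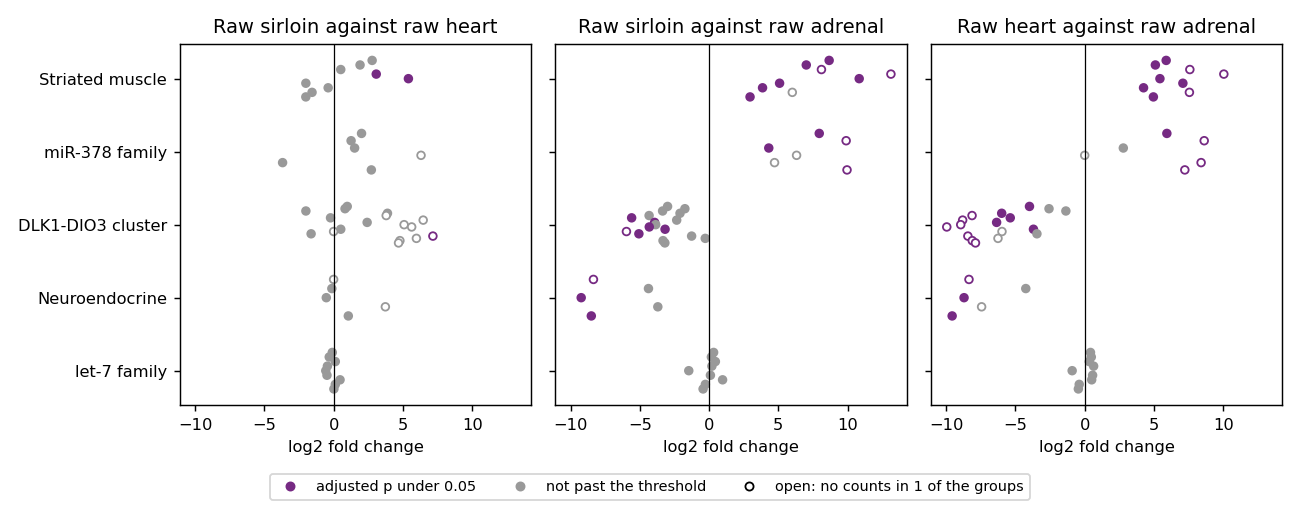
Log2 fold changes of the members of 5 miRNA lists in 3 comparisons of raw tissues. Purple points passed an adjusted p of 0.05, grey points did not, and open circles had no counts in 1 of the groups, so that their fold is a fitted value. The muscle list lies to the right and the DLK1-DIO3 list to the left in both comparisons with adrenal, while no member of the let-7 list, which holds 5p arms alone, passed.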

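miR-10b-5p, encoded within a Hox gene cluster, had 326524 ± 114198 normalized reads (SD, n = 3) in raw sirloin and 18730 ± 4961 (SD, n = 3) in raw heart. It was higher in raw sirloin by edgeR (log2 fold change 5.19, standard error 1.12, adjusted p = 0.0094, higher in all 3 of 3 libraries). miR-660-5p, encoded on the X chromosome, had 839 ± 402 (SD, n = 3) in raw sirloin and 160 ± 25.9 (SD, n = 3) in raw heart, and was higher by edgeR too (log2 fold change 3.48, standard error 0.69, adjusted p = 0.0071, higher in all 3 of 3 libraries). The call of miR-660-5p was lost with library size alone (adjusted p = 0.0568 from edgeR) and with limma (adjusted p = 0.120). Among 9 striated muscle miRNAs, 2 were higher in raw sirloin (3 adjusted over the list alone), and the list as a whole was not set apart by limma's camera (adjusted p = 0.832). Of 9 tested miRNA entries that share sequence with ribosomal, transfer or other structural RNAs, 5 were lower in raw sirloin than in raw heart (6 adjusted over the list alone), with an adjusted p of 0.0014 from camera and adjusted p = 0.0864 with an estimated correlation. In raw sirloin against raw adrenal 5 of these entries were lower (6 adjusted over the list alone; adjusted p = 0.0524 from limma's camera), and in raw heart against raw adrenal 1 was lower (1 adjusted over the list alone). The DLK1-DIO3 cluster had 1 member higher in raw sirloin than in raw heart (0 adjusted over the list alone).
In raw sirloin against raw heart, edgeR called 22 of the 198 miRNAs, 11 higher and 11 lower, DESeq2 called 24, 9 higher and 15 lower, and limma called 10. The split was 4 higher and 8 lower with the size factors of DESeq2 in edgeR and 2 and 18 with library size alone. All 6 libraries moved this count: it was 5, 2 and 2 without raw sirloin replicates 1, 2 and 3, and 13, 8 and 9 without raw heart replicates 1, 2 and 3. The libraries of the raw tissues did not overlap for 67 miRNAs, a share of 33.8%, where chance gives 10%. Over the 6 pairs of a sirloin and a heart group, edgeR called 22 to 35 miRNAs and the correlation of the group means was 0.721 to 0.836 (median 0.765).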

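Across the 8 groups, 114 of the 198 miRNAs passed the edgeR test of any difference between groups at an adjusted p of 0.05. With the variance analysis and Tukey procedure of the study's methods, applied to log2(normalized reads + 1), 106 miRNAs passed the variance analysis and 99 of them differed in at least 1 pair of groups. Leaving out 1 library at a time gave 107 to 117 miRNAs by edgeR, and the replicate block gave 131. The median number of different miRNAs per pair by edgeR was 51 for an adrenal group with another tissue and 29 for a sirloin group with a heart group. The second of these medians was 18 without raw sirloin replicate 3, 17.5 without cooked sirloin replicate 1 and 17 without cooked sirloin replicate 2.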

In all, 105 miRNAs were found to be significantly different (p <0.05) in at least one post-hoc analysis across all comparisons. 

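In a principal component analysis of the 198 miRNAs, component 1 held 29.7% of the variance and parted the 9 adrenal libraries, with scores of 18.7 to 31.4, from the sirloin libraries, at −19.3 to −13.0, and the heart libraries, at −17.2 to −8.69. Component 2 held 16.2% of the variance, and on it the sirloin libraries lay at −11.6 to −3.48 and overlapped the heart libraries, at −6.08 to 32.6. Of the 99 miRNAs that differed by the study's procedure, picked because they differ between groups, component 2 held 17.8%, and there sirloin, at −12.6 to −6.45, did not overlap heart, at −3.66 to 19.2. The tissue accounted for 39.7% of the variance of log2(normalized reads + 1), against a mean of 8.68% when the tissues were permuted over libraries (permutation test of 100000 resamples, p = 1e-05, the smallest they can give). When the 9 tissue sources were permuted as blocks, the exact permutation test over 1680 permutations gave p = 0.0036, the smallest it allows.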

Principle component analysis of these 105 miRNAs revealed clear delineations in sirloin, heart, and adrenal-based miRNA profiles (Fig 3A). 

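Within tissues, the preparation accounted for 23.5% of the variance of log2(normalized reads + 1), against a mean of 14.9% when preparations were permuted within each tissue (permutation test of 100000 resamples, p = 9e-05). The p of this permutation test was 0.0366, 0.0426 and 0.0041 without replicates 1, 2 and 3 (10000 resamples). Depth differed between preparations as well, with median aligned reads of 110962, 14137 and 483333 in raw, cooked and extract adrenal. The share was not taken without the shallow libraries, so it does not set preparation apart from depth. Between cooked and raw sirloin, edgeR called 0 of the 198 miRNAs, with 10 at an unadjusted p under 0.05, 3 by DESeq2 and 0 by limma, and the count was 1 without raw sirloin replicate 1 and 1 without raw sirloin replicate 3. In cooked against raw adrenal edgeR also called 0, with 24 at an unadjusted p under 0.05, 1 by DESeq2 and 26 by limma. In adrenal extract against raw adrenal edgeR called 6, with 2 higher and 4 lower, DESeq2 called 23, limma called 4 and edgeR with the replicate block called 18. That count of 6 became 1 without raw adrenal replicate 2, and 3, 2 and 1 without adrenal extract replicates 1, 2 and 3, while library size alone gave 0 higher and 5 lower.
Cooked against raw heart gave 2 calls by edgeR (4 by DESeq2 and 4 by limma) and heart extract against raw heart gave 1 (6 and 8), all of short sequences that had no counts in raw heart. The count of 2 became 0 without raw heart replicates 1 or 2 or cooked heart replicates 1 or 2, and 1 without raw heart replicate 3, where miR-4454 and miR-5680 did not pass (adjusted p = 0.0533 and 0.0533 from edgeR). The count of 1 in heart extract became 2, both lower, without raw heart replicate 1, and 0 without raw heart replicate 3 or heart extract replicate 2. The effect of cooking was not shown to differ between tissues: as an interaction in edgeR, 0 miRNAs passed in heart against sirloin (4 at an unadjusted p under 0.05, 0 by DESeq2, 1 by limma), 0 in adrenal against sirloin (12, with 1 and 10) and 0 in adrenal against heart (13, with 1 and 7). The first of these counts was 1 without raw sirloin replicate 1, raw heart replicate 2 or raw heart replicate 3.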

Differences between raw, cooked, and extract samples within each tissue were typically less distinct, but were still apparent. Hierarchical clustering of all averaged miRNA profiles effectively distinguished each tissue and process group (Fig 3B). 

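Clustering of the group means of the 198 miRNAs, with 1 minus Pearson's correlation as the distance and Ward's linkage, joined raw and cooked sirloin first, at a height of 0.0275. Raw heart joined heart extract at 0.129, and raw adrenal joined adrenal extract at 0.163. Cooked heart joined the other heart groups at 0.191 and cooked adrenal joined the other adrenal groups at 0.267. Sirloin then joined heart at 0.316, and adrenal joined them last, at 0.762. Over the 99 miRNAs that differed by the study's procedure, the same branches formed, at heights of 0.0329, 0.154, 0.139, 0.202, 0.281, 0.353 and 0.950.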

The first main branch differentiated adrenal-based profiles from heart and sirloin-based profiles whereas heart and sirloin were separated on the second branch. In heart and adrenal, the miRNA profile of the raw tissue and extracts was clustered separately from the miRNA profile of the cooked tissues. Lower numbers of miRNAs present at 10 or greater reads in all replicates were detected within cooked heart (93) and cooked adrenal (61) compared to raw heart (114) and raw adrenal (113) whereas no similar loss was observed in heart extracts and adrenal extracts (122 and 114 miRNAs, respectively) (S2 Fig). 

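At 10 normalized reads in all 3 libraries, the deposited table gave 93 miRNAs in cooked heart against 114 in raw heart, and 61 in cooked adrenal against 113 in raw adrenal. Without cooked heart replicate 1, the library of lowest depth in its group, the cooked heart number was 140, from the other 2 libraries. Leaving a library out cannot lower such a number, and in raw heart it was 121 to 144 when 1 library was left out. In single libraries, 214 ± 65.02 miRNAs (SD, n = 3) reached 10 normalized reads in cooked heart and 206 ± 59.9 (SD, n = 3) in raw heart (exact permutation test, two-sided p = 0.9). The numbers were 128 ± 46.5 (SD, n = 3) in cooked adrenal and 218 ± 71.2 (SD, n = 3) in raw adrenal (exact permutation test, two-sided p = 0.2; 0.1 is the smallest possible). By counts, 92 miRNAs had at least 2 in all cooked heart libraries against 116 in raw heart, a ratio of 0.793. With each library thinned at random to 9201 counts, these became 70.2 ± 2.17 in cooked heart and 63.5 ± 2.59 in raw heart (SD over 100 thinnings). In adrenal, 58 miRNAs in cooked tissue against 114 in raw tissue, a ratio of 0.509, became 43.4 ± 2.43 and 32.3 ± 2.20 with each library thinned to 3410 counts.

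**Figure D4:**
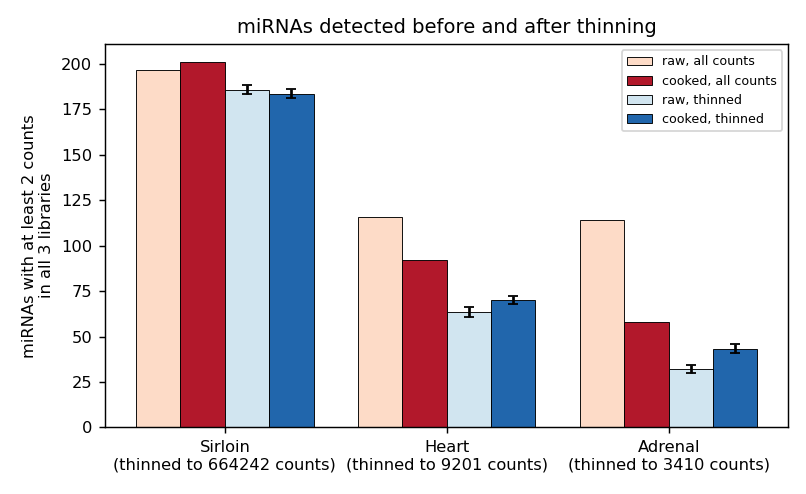
miRNAs with at least 2 counts in all 3 libraries of the raw and cooked tissues, with all counts and after thinning to the lowest total of each tissue, with the SD over 100 thinnings. In heart and adrenal the cooked bars are lower than the raw bars with all counts and higher after thinning.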

Interestingly, there was no difference in the total number of consistently detected miRNAs in raw and cooked sirloin (111, and 115, respectively).

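Raw and cooked sirloin shared 100 of the miRNAs detected at 10 normalized reads in all 3 libraries. At 2 counts in all 3 libraries, 197 miRNAs were detected in raw sirloin and 201 in cooked sirloin, a ratio of 1.02. Thinned to 664242 counts per library, these were 186 ± 2.38 and 184 ± 2.44 (SD over 100 thinnings), a ratio of 0.988 ± 0.0187. In single libraries, 136 ± 9.54 miRNAs (SD, n = 3) of raw sirloin and 152 ± 29.5 (SD, n = 3) of cooked sirloin reached 10 normalized reads (exact permutation test, two-sided p = 0.6).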

**Fig 2:**
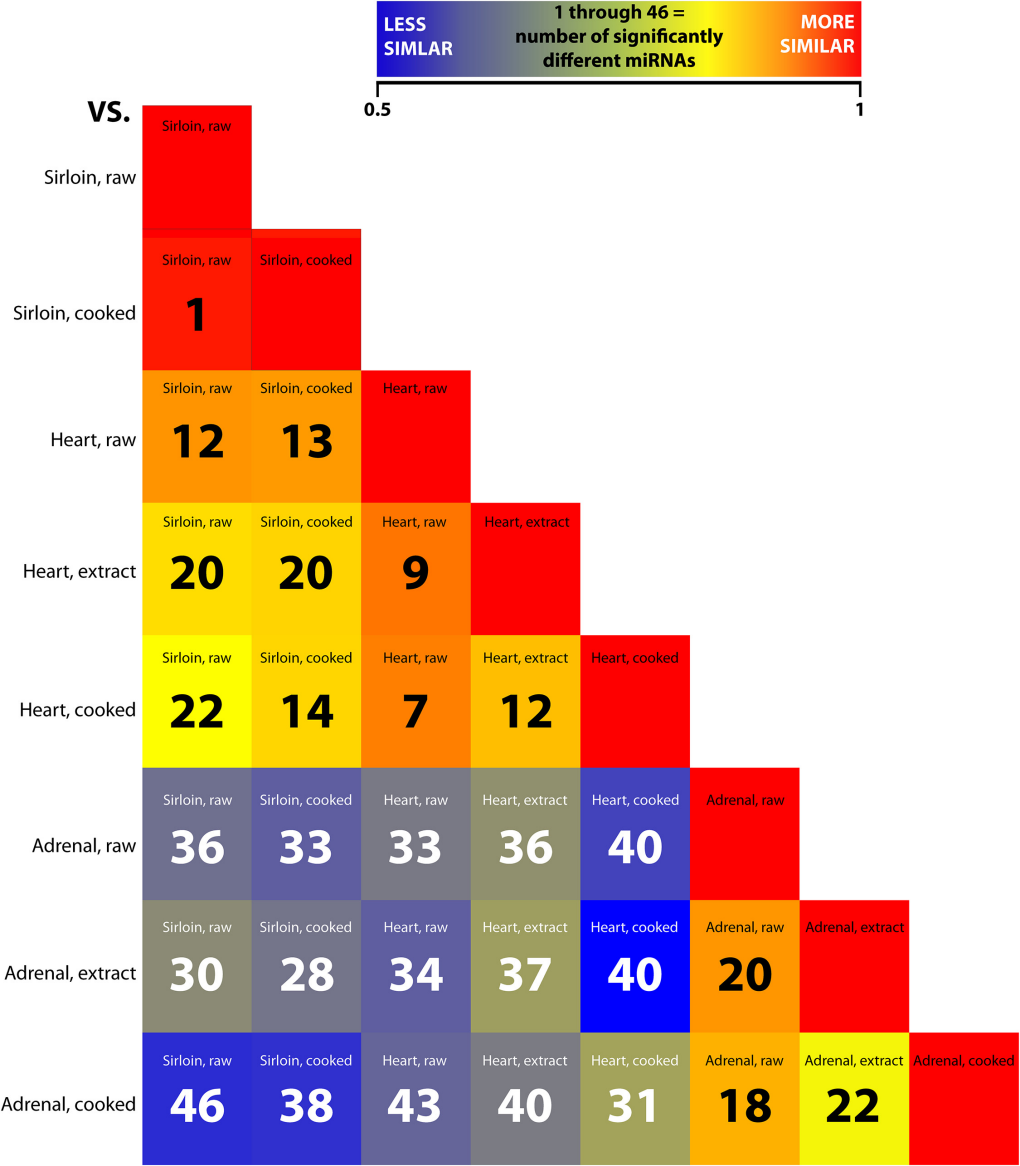
Correlation and Univariate Analysis of miRNA Profiles. Correlation heat map of the averaged log_2_ transformed normalized read counts of the 198 miRNAs detected at 10 or greater reads in all three replicates of at least one tissue and process. The number of significantly different miRNAs (p<0.05) between each comparison as determined by ANOVA is also indicated.

**Fig 3:**
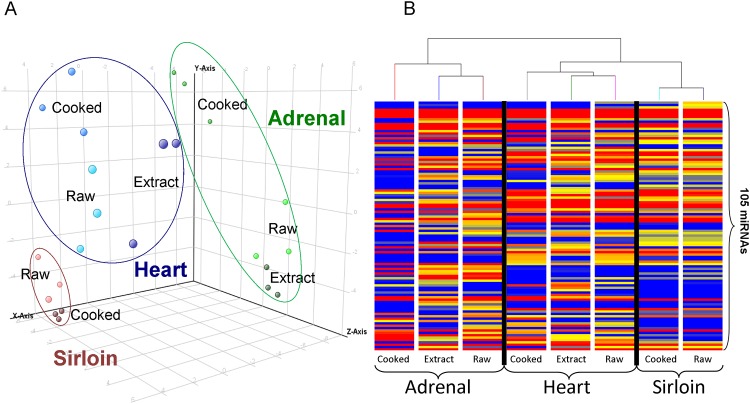
Multivariate Analysis of miRNA Profiles. A) Principle component analysis and B) hierarchical clustering of the log_2_ transformed normalized read counts of the 105 differentially detected miRNAs determined by ANOVA.

### Influence of tissue preparation methods on dietary miRNAs

We next examined the identities and relative contributions of specific human homologous miRNAs for each raw and prepared tissue. In all cases, the ten most abundant miRNAs accounted for the majority (71–93%) of the total miRNA-annotated averaged normalized reads (S3 Table, Fig 4). 

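The 10 most abundant miRNAs took 92.5% ± 1.72 (SD, n = 3) of the normalized reads of raw sirloin libraries and 91.2% ± 3.23 (SD, n = 3) of cooked sirloin libraries. In raw heart they took 76.7% ± 3.11 (SD, n = 3), in cooked heart 69.5% ± 5.78 (SD, n = 3) and in heart extract 75.3% ± 7.48 (SD, n = 3). In raw adrenal they took 85.9% ± 10.7 (SD, n = 3), in cooked adrenal 81.0% ± 6.86 (SD, n = 3) and in adrenal extract 91.4% ± 1.20 (SD, n = 3). Of the group means summed over all miRNAs, the lowest share was 69.6% in cooked heart and the highest 92.5% in raw sirloin.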

The miRNA profiles of cooked sirloin, cooked heart, and heart extract were very similar to their respective raw tissues. In contrast, the profile of the 10 most abundant miRNAs in cooked adrenal and adrenal extract differed somewhat from raw adrenal containing roughly half of the same 10 most abundant raw tissue miRNAs. 

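Raw and cooked sirloin shared 9 of their 10 most abundant miRNAs, raw and cooked heart shared 9, and raw heart and heart extract shared 8. miR-27b-3p, a miRNA of vessels and muscle, entered the 10 most abundant in both heated heart preparations, with 4019 ± 1474 normalized reads (SD, n = 3) in raw heart, 10718 ± 7316 (SD, n = 3) in cooked heart and 21129 ± 20120 (SD, n = 3) in heart extract. In heart extract it was higher in all 3 of 3 libraries but did not pass edgeR's test (log2 fold change 2.32, standard error 0.71, adjusted p = 0.146). miR-99b-5p, of the miR-99 and miR-100 family, had 5488 ± 1313 (SD, n = 3) in raw heart and 1301 ± 215 (SD, n = 3) in cooked heart, lower in all 3 of 3 libraries, and did not pass edgeR's test (log2 fold change −2.07, standard error 0.69, adjusted p = 0.290). Libraries lay apart, in either direction, for 13.1% of the 198 miRNAs in cooked and 15.2% in extract against raw heart, where chance gives 10%. Between cooked and raw sirloin, the muscle miRNA miR-378a-3p (log2 fold change 0.40, standard error 0.68, adjusted p = 1.0) and the broadly expressed miR-22-3p (log2 fold change −0.06, standard error 0.69, adjusted p = 1.0) did not pass edgeR's test, which does not show that they are unchanged. The miR-378 family was lower in heart extract than in raw heart by camera (adjusted p = 0.0034, and adjusted p = 0.0864 with an estimated correlation), with 0 of 6 members past the test (1 lower when adjusted over the list alone).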

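Raw and cooked adrenal shared 4 of their 10 most abundant miRNAs, raw adrenal and adrenal extract shared 6, and the cooked and extract groups shared 6. miR-133a-3p had no counts in adrenal extract against 15 counts in raw adrenal, and was at least 18.2-fold lower (adjusted p = 3.87e-04 from edgeR, lower in all 3 of 3 libraries). miR-375 had 211 ± 86.3 normalized reads (SD, n = 3) in adrenal extract and was lower than in raw adrenal by edgeR (log2 fold change −3.69, standard error 0.89, adjusted p = 0.0389, lower in all 3 of 3 libraries). Its adjusted p from edgeR was 0.0883 without raw adrenal replicate 2, and 0.130, 0.105 and 0.118 without adrenal extract replicates 1, 2 and 3. The call was also lost with limma (adjusted p = 0.0968) and, in edgeR settings chosen after the data were seen, with all isoforms counted (adjusted p = 0.144) and with shallow libraries left out (0.132). miR-99b-5p had 4875 ± 809 (SD, n = 3) in raw adrenal, 1452 ± 1090 (SD, n = 3) in cooked adrenal and 861 ± 425 (SD, n = 3) in adrenal extract. It was lower in all 3 of 3 libraries of cooked adrenal and lower in all 3 of 3 libraries of the extract without passing edgeR's test (log2 fold change −2.28, standard error 0.70, adjusted p = 0.170; and log2 fold change −2.30, standard error 0.69, adjusted p = 0.0555). Libraries lay apart, in either direction, for 15.7% of the 198 miRNAs in cooked and 15.2% in extract against raw adrenal, where chance gives 10%. The DLK1-DIO3 list was lower in cooked than in raw adrenal by camera (adjusted p = 0.0012, and adjusted p = 0.138 with an estimated correlation), with 0 of 17 members past the test (0 adjusted over the list alone).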

Two miRNAs, miR-10b-5p and miR-143-3p, were among the most expressed miRNAs in all preparations of all three tissues while miR-26a-5p and miR-30a-5p were also in the top ten miRNAs in all groups except cooked adrenal. 

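miR-10b-5p took 61.5% of the mean normalized reads of raw sirloin, 48.8% of cooked sirloin, 64.1% of raw adrenal, 37.8% of cooked adrenal and 71.0% of adrenal extract. In heart it took 6.32% of raw tissue, 7.89% of cooked tissue and 3.61% of the extract. miR-143-3p, a miRNA of smooth muscle, took 1.05% of raw sirloin, 12.4% of raw heart, 14.2% of raw adrenal and 32.5% of cooked adrenal. Between libraries the shares varied widely, with 57.8% ± 29.1 (SD, n = 3) for miR-10b-5p and 18.2% ± 18.1 (SD, n = 3) for miR-143-3p in raw adrenal. miR-26a-5p and miR-30a-5p, both broadly expressed, took 0.779% and 0.882% of cooked adrenal, against 1.26% and 0.797% of raw adrenal. miR-10b-5p was lower in raw heart than in raw adrenal by edgeR (log2 fold change −4.49, standard error 1.08, adjusted p = 0.0042, lower in all 3 of 3 libraries), while raw sirloin against raw adrenal did not pass (log2 fold change 0.70, standard error 0.94, adjusted p = 0.641).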

The muscle-specific miR-1 was prominent in sirloin and heart-based preparations while miR-206, another muscle-specific miRNA, was prevalent in both raw and cooked sirloin. 

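miR-1 had 96170 ± 88818 normalized reads (SD, n = 3) in raw sirloin and 120123 ± 106761 (SD, n = 3) in cooked sirloin, which was 18.1% and 24.1% of the mean reads. In heart it had 37556 ± 32724 (SD, n = 3) in raw tissue, 52133 ± 51532 (SD, n = 3) in cooked tissue and 56459 ± 46961 (SD, n = 3) in the extract. miR-206 took 1.89% of the mean reads of raw sirloin, 4.83% of those of cooked sirloin and 0.198% of those of raw heart. Neither miRNA passed edgeR's test between cooked and raw sirloin (log2 fold change 0.33, standard error 1.13, adjusted p = 1.0 for miR-1; and log2 fold change 1.49, standard error 1.23, adjusted p = 1.0 for miR-206). For miR-1, raw sirloin and raw heart overlapped and the difference did not pass edgeR's test (log2 fold change 2.78, standard error 1.21, adjusted p = 0.148). That fit does not use the replicate numbers. Matched by number, raw sirloin had 198695, 42646 and 47169 normalized reads of miR-1 against 75334, 19324 and 18009 in raw heart. Matched in the same way, cooked sirloin lay above raw sirloin in all 3 pairs for miR-1 and for miR-206.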

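miR-146b-5p, which is known from immune cells and the adrenal, had 10076 ± 6034 normalized reads (SD, n = 3) in raw adrenal, 8287 ± 452 (SD, n = 3) in cooked adrenal and 21711 ± 22574 (SD, n = 3) in adrenal extract. It had 42.0 ± 14.4 (SD, n = 3) in raw sirloin and 44 ± 43.5 (SD, n = 3) in raw heart. It was lower than in raw adrenal by edgeR in raw sirloin (log2 fold change −6.93, standard error 1.34, adjusted p = 4.44e-04, lower in all 3 of 3 libraries) and in raw heart (log2 fold change −8.02, standard error 1.42, adjusted p = 2.33e-04, lower in all 3 of 3 libraries). Among the adrenal groups it passed no edgeR test, neither in cooked adrenal (log2 fold change −1.01, standard error 1.05, adjusted p = 0.695) nor in adrenal extract (log2 fold change 1.10, standard error 1.05, adjusted p = 0.663).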

In all adrenal-based groups, miR-146b-5p was detected at higher reader counts compared with sirloin and heart groups.

**Fig 4:**
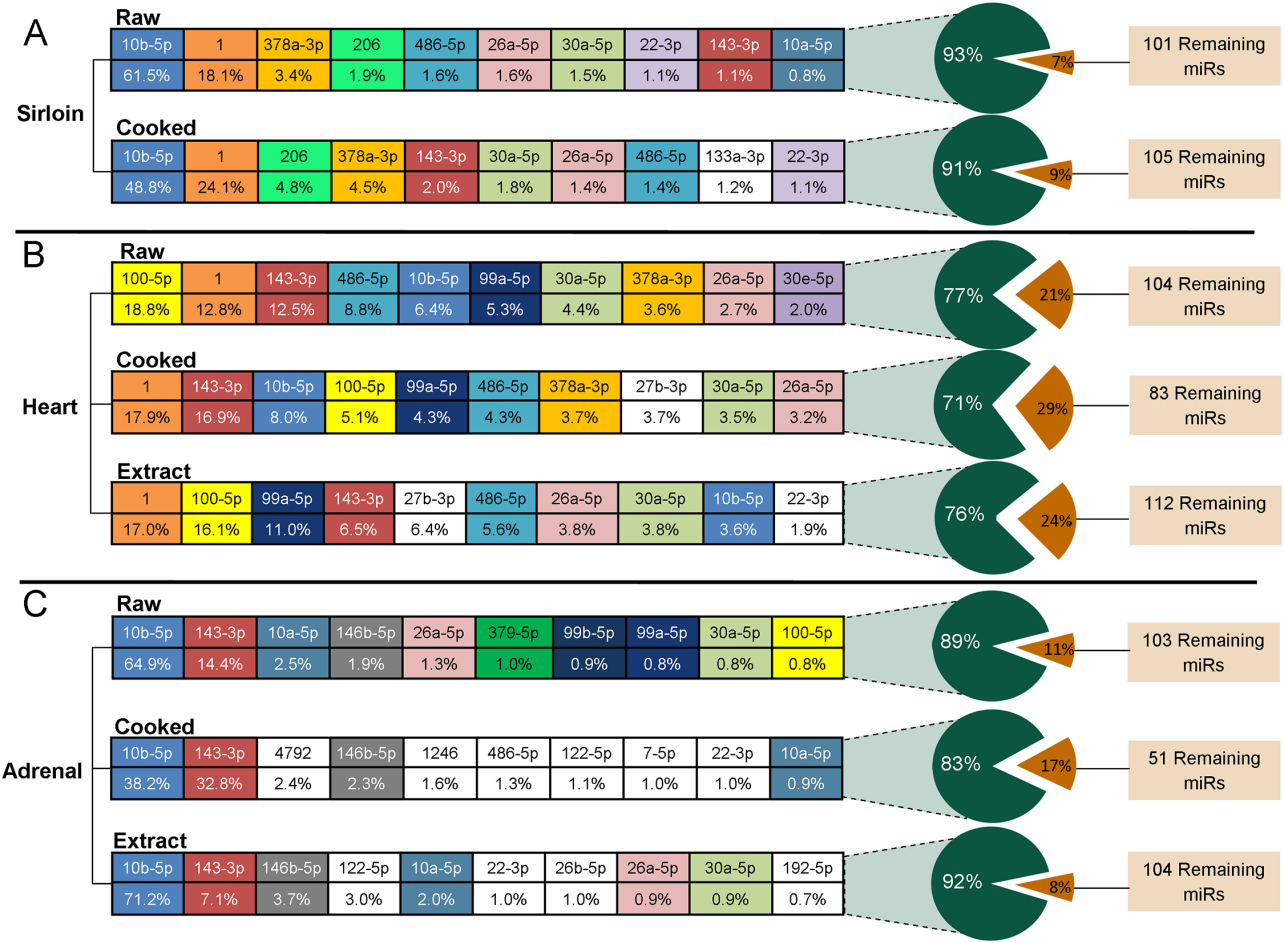
miRNA Profiles of Raw and Prepared Tissues. The average percentage contribution to the total human-annotated miRNA profile of the 10 most abundant miRNAs in each tissue and process group. Raw tissue miRNAs were each assigned a unique color. All miRNAs given a white background were present among the 10 most abundant miRNAs in cooked or dried extract samples but not the corresponding raw tissue.

### Quantitative reverse transcription PCR (RT-qPCR) validation of deep sequencing results

Sequencing results from the raw and prepared tissues were validated by RT-qPCR using Taqman® assays. We first validated two miRNAs (miR-10b-5p, and miR-143-3p) that were ubiquitously detected in all sequenced samples. 

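In the sequenced libraries, the log10 of the normalized reads of miR-10b-5p and miR-143-3p ranged from 3.17 to 5.74. The group means of miR-10b-5p ran from 4.08 in heart extract to 5.62 in adrenal extract, and those of miR-143-3p from 3.75 in raw sirloin to 5.08 in cooked adrenal. The RT-qPCR values are not analysed here.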

A significant correlation was observed between the log_10_-transformed read counts (3.2–5.7) and the Ct values (22.6–35.3) for both of these miRNAs (Fig 5). We also validated three miRNAs found at higher read counts in sirloin (miR-206), heart (miR-221-3p), and adrenal (miR-146b-5p). 

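miR-206, a miRNA of skeletal muscle, had 10033 ± 4746 normalized reads (SD, n = 3) in raw sirloin, 586 ± 547 (SD, n = 3) in raw heart and 20.3 ± 27.8 (SD, n = 3) in raw adrenal, where it had 5 counts. Raw sirloin exceeded raw adrenal by edgeR (log2 fold change 10.83, standard error 1.89, adjusted p = 2.30e-04, higher in all 3 of 3 libraries) and raw heart (log2 fold change 5.40, standard error 1.46, adjusted p = 0.0280, higher in all 3 of 3 libraries). The call against raw heart was lost without raw sirloin replicates 1, 2 and 3 (edgeR, adjusted p = 0.0689, 0.0607 and 0.0843) and without raw heart replicates 1 and 2 (adjusted p = 0.0837 and 0.0932). It was also lost with the size factors of DESeq2 in edgeR (adjusted p = 0.0518) and with limma (adjusted p = 0.242). miR-221-3p, a miRNA of vessel walls, had 346 ± 127 (SD, n = 3) in raw heart, 19.0 ± 9.54 (SD, n = 3) in raw sirloin and 8.00 ± 9.17 (SD, n = 3) in raw adrenal, where it had 4 counts. Raw heart exceeded raw adrenal by edgeR (log2 fold change 5.02, standard error 1.24, adjusted p = 0.0050, higher in all 3 of 3 libraries). In raw sirloin it was lower in all 3 of 3 libraries than in raw heart, but the difference did not pass edgeR's test (log2 fold change −2.96, standard error 1.03, adjusted p = 0.0632). In heart extract miR-221-3p had 965 ± 739 (SD, n = 3), and in cooked heart 367 ± 439 (SD, n = 3).

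**Figure D5:**
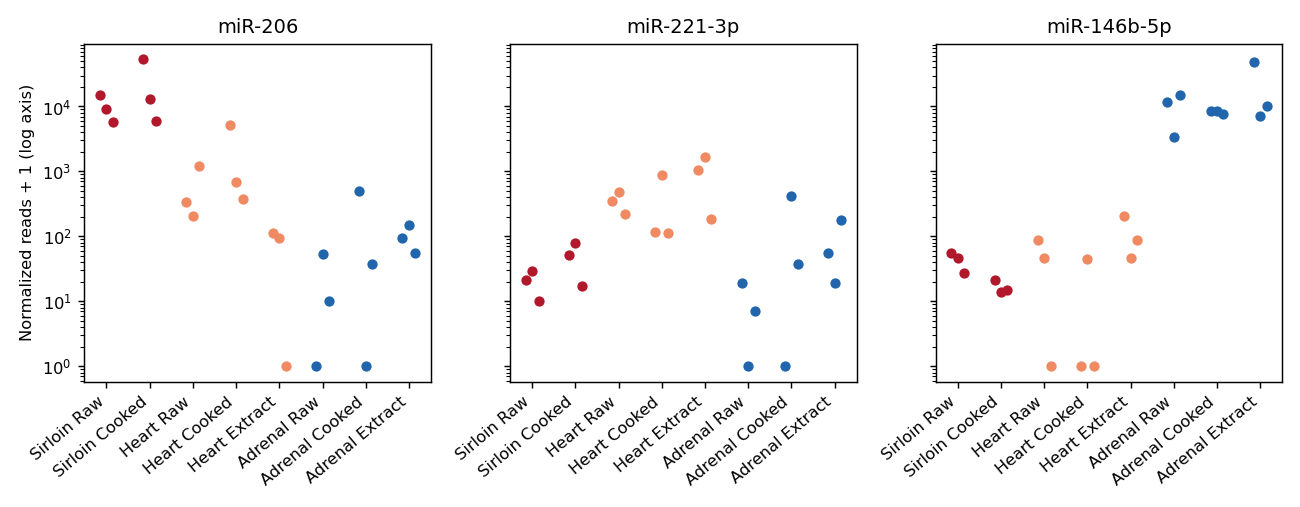
Normalized reads, with 1 added and on a log axis, of miR-206, miR-221-3p and miR-146b-5p in each library, by tissue and preparation. Each point is 1 of the 3 libraries of a group, and the highest values lie in sirloin for miR-206, in heart extract for miR-221-3p and in adrenal for miR-146b-5p.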

In each case, lower Ct values (corresponding to higher expression) were obtained in the expected tissue (Fig 5). Finally we validated two miRNAs (miR-506 and miR-889) that were not detected in any sample by sequencing. 

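The human-annotated table lists miR-506-3p and miR-506-5p, members of an X-linked cluster active in testis, with 0 counts of any isoform in all 24 libraries. Reads seen fewer than 2 times had been removed from the table, so single reads of them are not excluded. For miR-889, a member of the DLK1-DIO3 cluster, the table holds no entry, so no count is given.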

As expected, RT-qPCR analysis of these miRNAs in sirloin, heart, and adrenal-based raw and prepared samples confirmed the absence or near absence of these miRNAs (Ct values of greater than 36 or undetermined).

**Fig 5:**
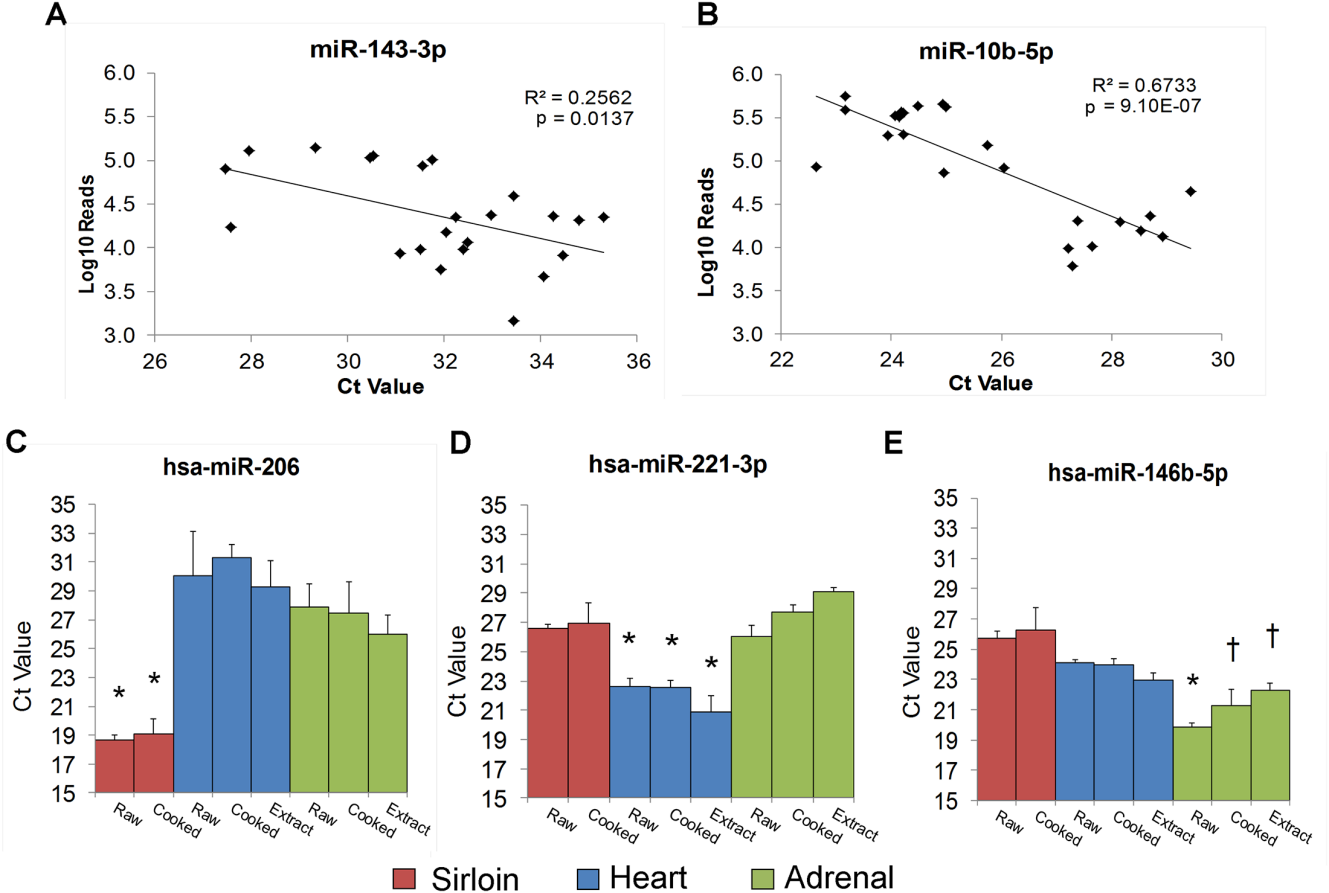
RT-qPCR Validation of Sequencing Results. A) Pearson’s correlation analysis of log_10_ normalized sequencing reads with C_t_ values for miR-10b-5p and miR-143-3p across tissue and process groups. B) C_t_ values for miR-206, miR-221-3p, and miR-146-5p across tissue and process groups. Data is expressed as mean ± SD, * significantly different (p<0.05) from all samples derived from different tissue types. † significantly different (p<0.05) from raw and cooked sirloin only.

## Discussion

The publication of a surprising 2012 research article by Zhang and colleagues [3], which provided the first direct evidence for the absorption and bioactivity of a rice-based dietary miRNA in mice, awakened the broader scientific community to the paradigm-altering notion that miRNAs within food might have nutritional relevance. Several follow-up studies, also examining primarily rice and vegetable miRNAs, have had limited success in expanding on these findings [5–10]. In contrast, investigations examining the potential nutritional bioactivity of animal-based miRNAs in milk were already occurring prior to Zhang’s article and continue to yield promising results [11–15]. Consumption of raw cow’s milk in early life is strongly associated with decreased incidence of atopic syndrome (the predisposition to certain allergic hypersensitivity reactions) and could be one reason for the lower incidence of atopic challenges among individuals raised in a traditional farm setting [18–20]. Immunomodulatory miRNAs including miR-155, miR-146a, and miR-21 have now been proposed as bioactive molecules that elicit the atopy-protective effects of raw milk and colostrum by promoting the maturation of demethylated CD4^+^CD25^+^FoxP3^+^ regulatory T cells [15]. This hypothesis has now been further bolstered by recent findings that bovine miRNAs from milk are indeed absorbed by mice as well as humans into the systemic circulation [14].

Here, we have shown via deep sequencing and RT-qPCR that, in addition to milk, diverse and tissue-specific patterns of human-homologous miRNAs are also present in both conventionally cooked bovine meat and dried tissues. To our knowledge, these findings represent the first effort to catalog the complete profile of human homologous dietary miRNAs within consumable animal tissues.

Our experimental strategy was designed to not only identify dietary miRNAs in edible bovine-based consumable products but also to determine the effect of common preparation methods on the miRNAs present in the raw tissues. In our study, miRNAs were found to survive both pan-frying or pasteurization with subsequent freeze-drying, but we observed some differences between the two processes. First, we found that conventional pan-frying led to a 20–50% reduction in the number of miRNAs detected at 10 or greater reads in all three replicates of heart and adrenal, though interestingly, no such reduction was observed in cooked sirloin. In contrast, processing of these tissues to a dried extract largely preserved the raw tissue miRNA profile. 

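Of the 114 miRNAs detected at 10 normalized reads in all 3 raw heart libraries, 96 were also detected in heart extract and 78 in cooked heart. Of the 113 detected in raw adrenal, 86 were also detected in adrenal extract and 55 in cooked adrenal. The Pearson correlation of the group means across the 198 miRNAs was 0.871 between raw heart and heart extract and 0.837 between raw adrenal and adrenal extract. It was 0.860 between raw and cooked heart and 0.807 between raw and cooked adrenal. Median aligned reads were 497594 in heart extract, 140701 in cooked heart, 483333 in adrenal extract and 14137 in cooked adrenal. With libraries thinned to 3410 counts, more miRNAs were detected at 2 counts in cooked adrenal than in raw adrenal (32.25) or adrenal extract (29.31). In heart the numbers were 42.37 (raw), 45.57 (cooked) and 44.34 (extract). The overlaps and correlations were not taken at equal depth, so they do not set preparation apart from depth.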

We utilized a skillet temperature of 350°F (177°C) which was chosen to model common pan-frying methods for beef products [21]. In comparison, liquid tissue extracts were flash pasteurized at 72°C for 15 s prior to freeze-drying. Thus, miRNAs present near the burger-skillet interface were exposed to higher heat and may have been more rapidly degraded. Second, we observed an unexpected increase in the percentage of adapter-trimmed reads annotated as known miRNAs and a corresponding 22 Nt enrichment in sequenced RNA from laboratory-made heart and adrenal dried extracts compared with their respective raw tissues. The reason for this enrichment is presently unclear, but warrants further study. Overall, our results are consistent with recent observations that endogenous miRNAs within tissue and biofluid samples are stable even under conditions of high heat or acidity [12,17]. In contrast, exogenous free miRNAs are rapidly degraded when placed into plasma [22]. The stability of endogenous miRNAs may stem from their association with high-density lipoproteins, exosomes, and Argonaute 2 [12, 23,24]. Such interactions may have contributed to the observed stability of native miRNAs within tissues during heat treatment.

Two miRNAs, miR-10b-5p and miR-143-3p, were found at high levels in nearly all tested samples. Previous studies have found that miR-10b-5p targets Hox genes [25] while miR-143-3p helps to regulate cardiac morphogenesis [26]. Our findings of their ubiquitous expression in adult tissues suggest they have some fundamental biological role beyond development. Other dietary miRNAs that we detected at high levels do have known functions specific to the tissues in which they were observed. In sirloin and heart, several muscle-specific miRNAs (myomiRs) were observed: including miR-1, essential for the development and homeostasis of smooth and skeletal muscle [27,28], miR-378a-3p, involved in exercise-induced muscle hypertrophy [29], and miR-486-5p, which is also modulated by exercise and helps regulate the differentiation of myoblasts [30]. 

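Against raw adrenal, miR-1 was higher by edgeR in raw sirloin (log2 fold change 8.66, standard error 1.58, adjusted p = 2.66e-04, higher in all 3 of 3 libraries) and in raw heart (log2 fold change 5.88, standard error 1.40, adjusted p = 0.0039, higher in all 3 of 3 libraries). miR-378a-3p had 17981 ± 10654 normalized reads (SD, n = 3) in raw sirloin, 10455 ± 7228 (SD, n = 3) in raw heart and 178 ± 94.6 (SD, n = 3) in raw adrenal. By edgeR it was higher than in raw adrenal in raw sirloin (log2 fold change 7.95, standard error 0.93, adjusted p = 1.26e-06, higher in all 3 of 3 libraries) and in raw heart (log2 fold change 5.93, standard error 0.85, adjusted p = 2.47e-05, higher in all 3 of 3 libraries). miR-486-5p, which is also abundant in red blood cells, had 8516 ± 4034 (SD, n = 3) in raw sirloin, 25803 ± 4826 (SD, n = 3) in raw heart and 1742 ± 1626 (SD, n = 3) in raw adrenal. It was higher than in raw adrenal by edgeR in raw heart (log2 fold change 4.25, standard error 0.99, adjusted p = 0.0033, higher in all 3 of 3 libraries) and in raw sirloin (log2 fold change 3.85, standard error 0.97, adjusted p = 0.0063, higher in all 3 of 3 libraries). The call in raw sirloin was lost with library size alone in edgeR (adjusted p = 0.0834) and with limma (adjusted p = 0.0890).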

Sirloin contained the most abundant levels of miR-206, a well-studied and prominent skeletal muscle-specific miRNA [31], whereas heart tissue contained higher relative levels of miR-99a-5p and miR-100-5p. Both of these miRNAs target the Akt-mTOR signaling pathway, which regulates muscle protein synthesis [32]. 

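miR-100-5p had 55425 ± 47693 normalized reads (SD, n = 3) in raw heart, 2818 ± 2426 (SD, n = 3) in raw sirloin and 4078 ± 1960 (SD, n = 3) in raw adrenal. Against raw heart, raw sirloin was lower in all 3 of 3 libraries without passing edgeR's test (log2 fold change −3.08, standard error 1.19, adjusted p = 0.0948). Raw heart passed edgeR's test against raw adrenal (log2 fold change 3.68, standard error 1.23, adjusted p = 0.0301). That call was lost in edgeR without raw heart replicates 1 and 3 (adjusted p = 0.0529 and 0.115) and without raw adrenal replicates 1 and 2 (adjusted p = 0.123 and 0.105). miR-99a-5p had 15616 ± 17214 (SD, n = 3) in raw heart, 3333 ± 3098 (SD, n = 3) in raw sirloin and 4263 ± 3309 (SD, n = 3) in raw adrenal. The raw tissues overlapped, and it passed edgeR's test neither in raw sirloin against raw heart (log2 fold change −0.99, standard error 1.29, adjusted p = 0.785) nor in raw heart against raw adrenal (log2 fold change 1.58, standard error 1.31, adjusted p = 0.446). These fits do not use the replicate numbers. In all 8 groups miR-99a-5p deviated upward in replicate 3 and downward in replicate 2 (mean log2 deviations 1.58 and −1.36). The comparisons given here cover the raw tissues only. In cooked heart it had 12568 ± 14683 (SD, n = 3) and in heart extract 36419 ± 44467 (SD, n = 3).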

Less is known regarding adrenal-specific miRNAs, however, higher relative levels of miR-146b-5b, which has been previously detected in adrenal tissue [33], were observed. The function of this miRNA within adrenal has not been studied.

Increasing evidence suggests that absorption of dietary miRNAs into the systemic circulation following oral intake may not always be efficient in mammals [5–7,10]. Those protected within exosomes or bound to proteins may be more stable and bioavailable [11–15, 22–24]. Even if they are not well absorbed into systemic circulation, dietary miRNAs could affect the gut itself. For example, immunologically-based dietary miRNAs, such as those found in milk, could exert effects within the gut-associated lymphoid tissue.

One important limitation of the present study is that we have provided only a relative rather than absolute quantification of meat-based miRNAs. Our primary objective was a broad characterization of the stability and diversity of dietary miRNAs within edible animal tissues. These data can now be utilized as a foundation from which to select dietary miRNAs of particular interest for quantitative analysis, an effort that is now much more feasible with the advent of droplet digital PCR technology. Accurately determining the net dose of dietary miRNAs within edible animal products as well as their bioavailability will be essential to fully assess their nutritional relevance.

In conclusion, we have identified numerous human homologous dietary miRNAs within cooked top sirloin and dried bovine tissue extracts. Each tissue was found to contain a unique profile of miRNAs, and these profiles remained largely intact following conventional pan-frying and flash pasteurization. These miRNAs can be considered unique constituents of edible animal tissues, but further experiments will be necessary to determine their exact nutritional effects.

## Supporting Information

S1 Fig Experimental Design.

S2 Fig miRNA Diversity in Raw and Prepared Bovine Tissues.

S1 Table Overview of Sequencing Results.

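S1 Table gives, for each library, the clean reads, the adapter-trimmed reads and the reads aligned to cow and to human miRNAs. Clean reads ranged from 1009467 to 6654470 over the 24 libraries, with a median of 3667184. The aligned reads of S1 Table count all reads that match a miRNA, whereas the counts analysed here are those of the most abundant isoform of each miRNA. In raw sirloin the most abundant isoforms held 67.9% ± 4.00 (SD, n = 3) of the counts of all isoforms, and in raw heart they held 41.6% ± 2.62 (SD, n = 3).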

S2 Table Replicate Correlation Coefficients.

S3 Table Human Homologous Bovine miRNAs in Raw and Prepared Bovine Tissues.

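S3 Table lists the normalized reads of the most abundant isoform of the 198 filtered miRNAs in each library. Of 3091 values that could be compared, 3085 equalled those of the deposited normalized table and 6 differed, all 6 of miR-196a-5p, a miRNA of the Hox gene clusters, in the sirloin libraries. For 21 of the 198 miRNAs, the count table and the normalized table list different most abundant sequences, and the counts of these are not set beside their normalized reads.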

# Supplementary material for: Survival and Diversity of Human Homologous Dietary MicroRNAs in Conventionally Cooked Top Sirloin and Dried Bovine Tissue Extracts
**Source:** PLoS One. 2015 Sep 22;10(9):e0138275. doi: 10.1371/journal.pone.0138275
**Supplement:** S1 Table

| **Sample Name** | **Clean Reads** | **Adapter-trimmed Reads (length >= 15nt)** | **Reads aligned to known cow pre-miRNA in miRBase 20** | **Reads aligned to known human pre-miRNA in miRBase 20** |
| --- | --- | --- | --- | --- |
| Sirloin Raw 1 | 2,430,300 | 2,336,196 | 1,372,724 | 1,385,246 |
| Sirloin Raw 2 | 5,349,483 | 5,265,496 | 3,539,310 | 3,531,067 |
| Sirloin Raw 3 | 3,945,708 | 3,864,855 | 2,907,499 | 2,925,117 |
| Sirloin Cooked 1 | 2,548,755 | 2,489,782 | 1,720,458 | 1,733,879 |
| Sirloin Cooked 2 | 5,850,533 | 5,755,090 | 3,506,167 | 3,498,358 |
| Sirloin Cooked 3 | 3,576,099 | 3,479,891 | 2,472,023 | 2,490,103 |
| Heart Raw 1 | 3,616,539 | 3,420,122 | 234,265 | 242,227 |
| Heart Raw 2 | 5,380,854 | 3,014,662 | 248,269 | 247,158 |
| Heart Raw 3 | 4,089,561 | 1,399,379 | 75,754 | 77,574 |
| Heart Cooked 1 | 3,287,798 | 992,894 | 32,139 | 34,305 |
| Heart Cooked 2 | 6,654,470 | 3,753,825 | 161,633 | 140,701 |
| Heart Cooked 3 | 5,525,113 | 3,897,938 | 337,040 | 342,475 |
| Heart Extract 1 | 3,297,488 | 2,895,330 | 782,354 | 795,821 |
| Heart Extract 2 | 4,638,349 | 1,614,570 | 490,872 | 497,594 |
| Heart Extract 3 | 3,374,388 | 487,359 | 87,527 | 91,465 |
| Adrenal Raw 1 | 2,583,145 | 1,519,956 | 110,617 | 110,962 |
| Adrenal Raw 2 | 6,039,673 | 2,123,548 | 40,919 | 38,354 |
| Adrenal Raw 3 | 4,322,256 | 4,078,777 | 322,762 | 319,547 |
| Adrenal Cooked 1 | 2,740,909 | 961,873 | 13,252 | 14,137 |
| Adrenal Cooked 2 | 1,009,467 | 400,452 | 17,021 | 9,585 |
| Adrenal Cooked 3 | 4,126,277 | 1,936,950 | 55,458 | 55,625 |
| Adrenal Extract 1 | 1,900,932 | 1,121,753 | 485,937 | 483,333 |
| Adrenal Extract 2 | 3,717,830 | 1,800,617 | 399,061 | 383,872 |
| Adrenal Extract 3 | 3,226,650 | 2,669,914 | 843,993 | 840,860 |

# Supplementary material for: Survival and Diversity of Human Homologous Dietary MicroRNAs in Conventionally Cooked Top Sirloin and Dried Bovine Tissue Extracts
**Source:** PLoS One. 2015 Sep 22;10(9):e0138275. doi: 10.1371/journal.pone.0138275
**Supplement:** S2 Table

S2 Table: Replicate Correlation Coefficients

| Replicate  Comparison | Sirloin | | Heart | | | Adrenal | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | Raw | Cooked | Raw | Cooked | Extract | Raw | Cooked | Extract |
| 1 vs 2 | 0.92 | 0.91 | 0.87 | 0.75 | 0.85 | 0.69 | 0.68 | 0.80 |
| 1 vs 3 | 0.95 | 0.93 | 0.74 | 0.73 | 0.81 | 0.85 | 0.73 | 0.86 |
| 2 vs 3 | 0.94 | 0.92 | 0.76 | 0.80 | 0.83 | 0.68 | 0.68 | 0.85 |

How the deposited data were processed for this re-analysis (not part of the article)

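The counts analysed here are the raw read counts of the most abundant sequence of each mature miRNA, which the authors deposited after base calling, a quality filter, adapter trimming, removal of reads under 15 nt, alignment with Novoalign 2.07.11 to the precursors of miRBase 20, removal of reads seen fewer than 2 times and grouping of isoforms by arm. The score values are the normalized reads of the most abundant sequence, deposited by the authors as whole numbers. For all but 21 of the 198 miRNAs it is the same sequence as that counted. The normalized reads are reads scaled to the library's reads aligned to the human (or cow) precursors in S1 Table. The libraries had 9585 to 3531067 reads aligned to human precursors (median 331011), and 4 had fewer than 50000. Each of 8 groups has 3 libraries, 24 in all. The human-annotated tables gave the main values and the cow-annotated tables an alternative. The 48 columns with counts of the mature sequence alone, 24 in the human-annotated and 24 in the cow-annotated count table, are not used here. The columns that count all isoforms were used for alternatives and for the isoform shares only. For 21 of the 198 miRNAs the count and normalized tables list different sequences, and their folds are not set beside normalized means.

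edgeR 4.0.16 (quasi-likelihood fits, all 8 groups together, TMM on the aligned reads, prior count 2 for log2 values) gave the adjusted p-values, with limma 3.58.1 and DESeq2 1.42.0 as alternatives, in R 4.3.3. The common dispersion was 0.728. Profiles, permutation tests and figures used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The miRNAs tested were the 198 with at least 10 normalized reads in all 3 libraries of a group, and a difference was called at an adjusted p under 0.05. Tests of 3 libraries against 3 outside these tools are exact permutation tests, two-sided, and share tests used 100000 resamples, with 10000 in the alternatives. Gene sets were tested with limma's camera, at an inter-gene correlation of 0.01, and again with an estimated correlation. The 15 lists were striated muscle miRNAs, the miR-378 family, the let-7 family (5p arms), the miR-10, miR-99/100 and miR-125 families, the miR-30 family, the miR-17/92 clusters, the DLK1-DIO3 cluster, neuroendocrine miRNAs, liver and gut miRNAs, and entries sharing sequence with structural RNAs. The others were red blood cell, white blood cell, endothelial, smooth muscle and mesenchymal miRNAs.

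The named miRNAs follow a rule set before the data were examined, as were the tests and alternatives except where the text says otherwise. The rule takes each of the 30 miRNAs that the study names, and per comparison up to 10 higher and 10 lower ones with the largest change among those past the threshold whose libraries did not overlap. It also takes up to 4 members of each list past the threshold, and up to 5 miRNAs with the lowest adjusted p among those past the threshold in each interaction. The normalized reads of most of them stand in S3 Table and had been seen. The median log2 fold change of all tested miRNAs was 0.12 in raw sirloin against raw heart, 0.18 in raw sirloin against raw adrenal, 0.13 in cooked against raw sirloin, 0.30 in heart extract against raw heart, −0.66 in cooked against raw adrenal and 0.00 in the other comparisons. With the size factors of DESeq2 it was −0.16 in raw sirloin against raw heart, −0.68 in raw sirloin against raw adrenal, −0.53 in raw heart against raw adrenal and 0.21 in cooked against raw sirloin. With library size alone it was −0.89, −0.81 and 0.27 in the comparisons of raw sirloin with raw heart, raw sirloin with raw adrenal and cooked with raw sirloin, 0.21 in heart extract and −0.28 in cooked adrenal.

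Replicate numbers come from the sample titles, and the paper does not say what a number shares across tissues. Libraries were counted as paired where the deviations of libraries with the same number correlated above 0.1 for all 3 numbers. This held for cooked and raw sirloin, heart extract and raw heart, cooked and raw adrenal, adrenal extract and raw adrenal, raw sirloin and raw heart, and raw sirloin and raw adrenal. It did not hold for cooked and raw heart (−0.210, 0.463 and −0.0906) or for raw heart and raw adrenal (0.282, 0.187 and −0.0659). The number was used as a block only as an alternative, since the study's methods compare the groups without one. The RT-qPCR values are not used here.

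The alternatives tried were other scalings, tools, filters, pseudocounts and detection limits, the cow annotation, the replicate block, fits of only the groups compared, summed entries of a miRNA and leaving out each library in turn.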

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

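For the results in this part, the comparisons with other splits of the samples, within pairs as well, and the test of library size for the short sequences were chosen only after the result was seen. The effect of extract preparation differed between adrenal and heart for 5 of 198 miRNAs in a test of the difference itself (edgeR interaction, 24 at an unadjusted p under 0.05, 6 by DESeq2, 8 by limma), and all 5 were lower in adrenal. The paper does not report this difference. For miR-133a-3p the interaction was −8.71 log2 units (standard error 1.40, adjusted p = 4.81e-04). It had 968 counts in raw heart, 5272 in heart extract, 15 in raw adrenal and 0 in adrenal extract, so the fitted value is no bound. The call held without each of the 12 libraries in turn, and was lost with limma (adjusted p = 0.0635; 4.51e-05 to 0.0635 over its alternatives). For miR-375 the interaction was −5.79 (standard error 1.34, adjusted p = 0.0176), with 6.67 ± 11.5 normalized reads (SD, n = 3) in raw heart, 33.3 ± 20.2 in heart extract, 3371 ± 1819 in raw adrenal and 211 ± 86.3 in adrenal extract. Its call was lost without raw heart replicate 1 (adjusted p = 0.0504), heart extract replicate 2 (0.0596), raw adrenal replicate 1 (0.0520) and adrenal extract replicates 1, 2 and 3 (0.0633, 0.0809 and 0.0559), within 0.0016 to 0.392 over its alternatives.

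The other 3 rest on few counts, and their fitted values depend on edgeR's default prior count. They are miR-197-3p (−12.96, adjusted p = 0.0176), with 0, 30, 7 and 0 counts in raw heart, heart extract, raw adrenal and adrenal extract. For miR-6089 (−10.53, adjusted p = 0.0348) the counts were 24, 740, 7 and 0. For miR-493-5p (−9.86, adjusted p = 0.0458) they were 0, 67, 28 and 18. The call of miR-197-3p was lost without raw heart replicate 1 (0.0504) or 2 (0.0646), heart extract replicate 2 (0.0541), raw adrenal replicate 1 (0.0733) and adrenal extract replicate 3 (0.0716), and with the replicate block (0.0698). Over the alternatives the adjusted p ran from 0.0059 to 0.0733 for miR-197-3p, 0.0032 to 0.310 for miR-6089 and 0.0161 to 0.168 for miR-493-5p. The calls of miR-6089 and miR-493-5p were each lost without 10 of the 12 libraries: among these, miR-6089 was kept only without raw heart replicate 3 (0.0312) and heart extract replicate 1 (0.0152), and miR-493-5p only without heart extract replicates 1 (0.0484) and 3 (0.0281). The call of miR-493-5p was also lost with limma and with the replicate block, and that of miR-6089 with the size factors of DESeq2 in edgeR. In settings chosen after the data were seen, both were lost with shallow libraries left out. There, miR-6089 was lost with all isoforms counted too, and miR-493-5p with column totals as library sizes. Of 100 splits of the samples, the real one included, 3 gave at least 5 such miRNAs, and the highest of the others gave 12; these splits ignore the pairing by number. Of the 32 splits that exchange labels only within pairs of the same number, 2 gave at least 5, a share of 0.0625, so with the pairing kept chance is not excluded. The highest of the others there gave 12 and exchanges all 3 heart pairs, so it adds the effects of the 2 tissues where the real split compares them. With the replicate block the test gave 4 miRNAs, 1 higher and 3 lower in adrenal. Without raw heart replicates 1 and 2 the count of 5 was 1 and 2, without heart extract replicate 2 it was 1, without raw adrenal replicates 1, 2 and 3 it was 1, 3 and 3, and without adrenal extract replicates 1, 2 and 3 it was 3, 2 and 1.

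A further signal lies in sequences that the paper does not discuss. The most abundant sequence of miR-4454, of 15 nt, had 158 counts in cooked heart and 491 in heart extract, and that of miR-5680, also of 15 nt, had 97 counts in cooked heart. Neither had a count in the 9 raw libraries, which hold 8877252 aligned reads, while miR-4454 was counted in 14 of the 15 heated libraries. miR-5680 was counted in 7 of them, all of cooked tissue, and had 0 counts in heart extract and in adrenal extract. Against raw heart the levels are at least 57.7-fold higher for miR-4454 in cooked heart, at least 67.0-fold in heart extract and at least 35.4-fold for miR-5680 in cooked heart. In edgeR the adjusted p was 0.0275 for both miRNAs in cooked heart and 0.0479 for miR-4454 in heart extract, higher in all 3 of 3 libraries each time. The cooked heart calls were kept only without cooked heart replicate 3 (adjusted p = 0.0345). Without the other libraries the adjusted p of miR-4454 was 0.156, 0.15 and 0.0533 (raw heart replicates 1, 2 and 3) and 0.0637 and 0.118 (cooked heart replicates 1 and 2). That of miR-5680 was 0.156, 0.15, 0.0533, 0.105 and 0.0748 in that order. In heart extract the call of miR-4454 was lost without raw heart replicates 1, 2 and 3 (0.0942, 0.136 and 0.145) and heart extract replicate 2 (0.282). Over the alternatives the adjusted p ran from 0.0012 to 0.156 and 3.92e-08 to 0.262 in cooked heart and from 0.0017 to 0.282 in heart extract. With all isoforms counted, a setting chosen after the data were seen, miR-4454 had 164, 25 and 19 counts in raw sirloin, heart and adrenal, and miR-5680 had 7 in raw heart and 5 in raw adrenal. The tables argue against library size: at the share of cooked heart, 173 counts of miR-4454 would be expected in the raw heart libraries, which had 0. Short fragments of other RNAs made by heating may give such sequences, but cannot be told apart from other causes: the share of other entries of at most 16 nt was 1.35, 5.40 and 1.09 times the raw share in cooked sirloin, heart and adrenal, and the groups overlapped in each. It was 1.38 times the raw share in heart extract and 0.0968 times in adrenal extract, with overlap in both. Heating itself stays open as the biological difference that the design names, for miR-5680 in the cooked tissues alone, and no other biological explanation was tested.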

How the results depend on the processing

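Counting all isoforms, taking column totals as library sizes, rebuilding the counts from the normalized reads and leaving out the shallow libraries were chosen only after the data were seen. The study's procedure was not run for interactions, and leaving out 1 library leaves 2 in its group. Single miRNAs were followed if the study names them, if they are list members past the threshold, or if their fold change or adjusted p is among the most extreme of a comparison. Of their values 100 were past the threshold, and of their 1585 alternative values 1188 kept direction and side of the threshold, 397 kept direction and were no longer past it and 0 turned. Of 2916 alternative values of the 183 not past it, 2860 stayed so and 56 passed in the same direction. For the counts and group values, 504 alternative values kept the result and 135 did not. A count kept it within 1.5 times, a value with no test within the replicate spread, and a value with a test by its direction and side of the threshold. The 135 follow, and the cause was not tested. Among the 504 are the differences in annotated reads between extract and raw tissue, which kept direction but grew: from 6.30 points to 18.7 (aligned reads) and 13.2 (all isoforms) in heart, and from 15.3 to 26.3 and 25.2 in adrenal.

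With the size factors of DESeq2 in edgeR, the value was 12 in place of 22 in raw sirloin against raw heart, 0 in place of 1 in heart extract against raw heart and 21 in place of 6 in adrenal extract against raw adrenal. With library size alone, the value was 3 in heart extract against raw heart. With DESeq2, the value was 3 in place of 0 in cooked sirloin against raw sirloin, 4 in place of 2 in cooked heart against raw heart, 6 in heart extract against raw heart, 1 in place of 0 in cooked adrenal against raw adrenal, 23 in adrenal extract against raw adrenal, 1 in place of 0 for the cooking interaction of adrenal against sirloin, 1 in place of 0 for the cooking interaction of adrenal against heart and 6 in place of 2 for the median of same-tissue pairs. With limma, the value was 10 in raw sirloin against raw heart, 4 in cooked heart against raw heart, 8 in heart extract against raw heart, 26 in cooked adrenal against raw adrenal, 1 in place of 0 for the cooking interaction of heart against sirloin, 10 for the cooking interaction of adrenal against sirloin, 7 for the cooking interaction of adrenal against heart, 8 in place of 5 for the extract interaction of adrenal against heart and 8 for the median of same-tissue pairs. With the study's variance analysis and Tukey procedure, the value was 12 in raw sirloin against raw heart, 1 in cooked sirloin against raw sirloin, 7 in cooked heart against raw heart, 9 in heart extract against raw heart, 18 in cooked adrenal against raw adrenal, 9 for the median of same-tissue pairs and 16 in place of 29 for the median of sirloin with heart pairs. With the filter filterByExpr (214 miRNAs), the value was 11 in raw sirloin against raw heart, 4 in cooked heart against raw heart, 0 in heart extract against raw heart, 3 in adrenal extract against raw adrenal and 3 for the extract interaction of adrenal against heart. With no filter (929 miRNAs), the value was 2 in heart extract against raw heart, 2 in cooked adrenal against raw adrenal and 12 in adrenal extract against raw adrenal. With the cow annotation (173 miRNAs), the value was 9 in raw sirloin against raw heart, 31 in place of 50 in raw sirloin against raw adrenal, 0 in cooked heart against raw heart, 3 in heart extract against raw heart, 14 in adrenal extract against raw adrenal and 18 for the median of sirloin with heart pairs. Summing the entries of a miRNA, the value was 0 in heart extract against raw heart and 2 in adrenal extract against raw adrenal. With the replicate block, the value was 18 in adrenal extract against raw adrenal. Fitting only the groups compared, the value was 0 in heart extract against raw heart, 2 in cooked adrenal against raw adrenal, 0 in adrenal extract against raw adrenal and 1 for the extract interaction of adrenal against heart. With an estimated correlation, the value was 4 in place of 13 for the lists past camera.

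Counting all isoforms, the value was 0 in cooked heart against raw heart, 2 in heart extract against raw heart, 2 in adrenal extract against raw adrenal and 3 for the extract interaction of adrenal against heart. Taking the column totals as library sizes, the value was 3 in heart extract against raw heart and 2 in adrenal extract against raw adrenal. Rebuilding the counts from the normalized reads, the value was 3 in heart extract against raw heart. Leaving out the 4 libraries under 50000 aligned reads, the value was 11 in raw sirloin against raw heart, 25 in raw sirloin against raw adrenal, 0 in cooked heart against raw heart and 0 in heart extract against raw heart. In the same setting the value was 1 in adrenal extract against raw adrenal, 2 for the extract interaction of adrenal against heart and 19 for the median of sirloin with heart pairs. This setting leaves cooked adrenal replicate 3 alone in its group. The medians of same-tissue pairs and of adrenal with other pairs moved too, but they take in that group, so their counts are not given.

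At 10 raw counts in place of 10 normalized reads, the value was 55 in place of 114 in raw heart, 38 in place of 93 in cooked heart, 71 in place of 122 in heart extract, 56 in place of 113 in raw adrenal and 26 in place of 61 in cooked adrenal. At 2 normalized reads, the value was 177 in place of 111 in raw sirloin. At 2 counts, the value was 197 in raw sirloin and 201 in place of 115 in cooked sirloin. At 2 counts after thinning all libraries to 3410 counts, the value was 27.2 in raw sirloin, 28.8 in cooked sirloin, 42.4 in raw heart, 45.6 in cooked heart, 44.3 in heart extract, 32.2 in raw adrenal and 29.3 in place of 114 in adrenal extract. With a pseudocount of 10, the value was 0.642 in place of 0.580 for the median correlation of adrenal with other pairs and 0.826 in place of 0.765 for the median correlation of sirloin with heart pairs. Over the miRNAs with 2 normalized reads in any library, the value was 0.759 for the median correlation of adrenal with other pairs and 0.875 for the median correlation of sirloin with heart pairs.

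Leaving out 1 library at a time moved these values, given as lowest to highest: 2 to 13 in raw sirloin against raw heart, 26 to 45 in raw sirloin against raw adrenal, 0 to 1 in cooked sirloin against raw sirloin, 0 to 1 for the cooking interaction of heart against sirloin, 0 to 4 for the median of same-tissue pairs, 17 to 31 for the median of sirloin with heart pairs, 24 to 34 in raw heart against raw adrenal, 0 to 2 in cooked heart against raw heart, 0 to 2 in heart extract against raw heart, 1 to 6 for the extract interaction of adrenal against heart, 1 to 5 in adrenal extract against raw adrenal, 96 to 140 in cooked heart.

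The replicate block, which takes the pairing by number into account, moved none of the other counts in these comparisons by more than 1.5 times. With each of 3 fold changes put into 20 of 198 miRNAs in each of 20 runs, edgeR recovered 0% of changes of 2-fold, 2.25% of 4-fold and 19.25% of 8-fold in raw sirloin against raw heart, and 0.50%, 2.75% and 14.00% in cooked against raw adrenal. Most changes of these sizes are missed with 3 libraries in each group, and depth was not varied in these runs. Unchanged miRNAs made up 10.13% of 79 calls in heart extract and 7.00% of 100 calls in cooked heart, each against raw heart. They made up 4.40% of 91 calls in raw sirloin against raw heart and 1.43% of 70 calls in cooked against raw adrenal. The runs started each miRNA from its mean over the 8 groups, not from its level in the tissues compared.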

Differences from the paper's values

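Counting all isoforms was chosen only after the values were seen. The shares of annotated reads differ from the paper's, whose errors are SDs, where they were taken as the summed counts of the most abundant isoforms. In raw sirloin the share was 36.3%, and the paper's value is 67% ± 8. In cooked sirloin the share was 34.3%, and the paper's value is 67% ± 6. In heart extract the share was 8.44%, and the paper's value is 26% ± 6. In adrenal extract the share was 18.6%, and the paper's value is 32% ± 11. In raw heart the share was 2.13%, and the paper's value is 7% ± 1. In that order, with the aligned reads of S1 Table, an alternative set before the data were examined, they were 67.3%, 67.3%, 25.7%, 32.0% and 6.94% and do not differ. With the cow annotation, the other one, they were 36.3%, 34%, 8.87%, 18.9% and 2.26% and still differ. Counting all isoforms, chosen after seeing the values, gave 53.7%, 51.3%, 18.4%, 30.3% and 5.13%, each within 1.5 times of the paper's value. Of these only the share of adrenal extract lies within the paper's SD. A share was taken to differ where it lay beyond the larger SD and was over 1.5 times apart. In raw adrenal the share was 3.34%, over 1.5 times below the paper's 6% ± 3 but within its SD.

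The paper counts different miRNAs per pair of groups by variance analysis, adjusted p-values and Tukey tests. Of the 28 pairs, 18 differ here by more than 1.5 times with edgeR, where the paper's counts are those printed in Fig 2, read by eye. Each is given with the alternatives, all set before the data were examined, under which the count comes within 1.5 times of the paper's, while the others listed in this paragraph do not reach it. For raw sirloin and cooked sirloin, 0 against about 1, reached with the study's procedure (1). For raw sirloin and raw heart, 22 against about 12, reached with DESeq2's size factors in edgeR (12), limma (10), the study's procedure (12), filterByExpr (11), no filter (17), the cow annotation (9) and only the groups compared (17). For cooked sirloin and raw heart, 27 against about 13, reached with the study's procedure (11), filterByExpr (17), the cow annotation (14) and only the groups compared (15). For cooked sirloin and heart extract, 32 against about 20, reached with DESeq2's size factors in edgeR (27), limma (25), the study's procedure (19), filterByExpr (26), no filter (30), the cow annotation (25), summed entries (27) and only the groups compared (26). For raw heart and heart extract, 1 against about 9, reached with DESeq2 (6), limma (8) and the study's procedure (9). For raw sirloin and cooked heart, 35 against about 22, reached with DESeq2's size factors in edgeR (32), DESeq2 (31), limma (26), the study's procedure (21), filterByExpr (31), the cow annotation (18) and only the groups compared (29). For cooked sirloin and cooked heart, 29 against about 14, reached with DESeq2's size factors in edgeR (16), limma (14), the study's procedure (13), the cow annotation (18) and only the groups compared (12). For raw heart and cooked heart, 2 against about 7, reached with the study's procedure (7). For heart extract and cooked heart, 5 against about 12, reached with DESeq2 (14), limma (10), the study's procedure (12), the cow annotation (9) and only the groups compared (12). For cooked sirloin and raw adrenal, 51 against about 33, reached with limma (43), the study's procedure (33), filterByExpr (49), the cow annotation (38), summed entries (46) and only the groups compared (49). For raw sirloin and adrenal extract, 53 against about 30, reached with limma (45), the study's procedure (29) and the cow annotation (45). For cooked sirloin and adrenal extract, 59 against about 28, reached with the study's procedure (26). For raw heart and adrenal extract, 52 against about 34, reached with library size alone (51), limma (50), the study's procedure (33), no filter (46), the cow annotation (37) and only the groups compared (44). For heart extract and adrenal extract, 61 against about 37, reached with DESeq2 (55), limma (41), the study's procedure (35), filterByExpr (51), no filter (47), the cow annotation (47) and only the groups compared (42). For cooked heart and adrenal extract, 75 against about 40, reached with the study's procedure (39), no filter (49), the cow annotation (55) and only the groups compared (51). For raw adrenal and adrenal extract, 6 against about 20, reached with DESeq2's size factors in edgeR (21), DESeq2 (23), the cow annotation (14) and the replicate block (18). For raw adrenal and cooked adrenal, 0 against about 18, reached with limma (26) and the study's procedure (18). For adrenal extract and cooked adrenal, 12 against about 22, reached with DESeq2 (29), the study's procedure (22), filterByExpr (15), no filter (15), the replicate block (23) and only the groups compared (16). Over all 28 pairs, the study's procedure came within 1.5 times for 27, and edgeR for 10. In the paper, pairs of adrenal with another tissue have more different miRNAs than pairs of sirloin with heart. By edgeR the ranges overlap, at 21 to 75 and 22 to 35, with medians of 51 and 29. The 21 belongs to cooked heart with cooked adrenal, and the next lowest adrenal pair had 35. With the replicate block the ranges were 46 to 84 and 31 to 48. With the study's procedure they were 26 to 47 and 11 to 21 and did not overlap.

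The correlation of cooked sirloin replicates 1 and 2 was 0.917, and the paper's value is 0.91. Correlations were taken to differ beyond the SD of the 3 correlations of their group, a tighter bound than that of the shares. With a pseudocount of 0.5 (0.914), Spearman's correlation (0.916) and the cow annotation (0.914) it does not differ, while with a pseudocount of 10 (0.923), over the miRNAs with 2 normalized reads in any library (0.926) and with TMM values (0.923) it does. The other 23 of 24 replicate correlations do not differ.

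The paper describes the shares of reads aligned to cow and human miRNAs as nearly the same in each case. Over the 24 libraries the reads aligned to human miRNAs were 1.00 times those aligned to cow miRNAs in the median (0.563 to 1.07). Cooked adrenal replicate 2 gave the lowest of these ratios, with 9585 reads aligned to human and 17021 to cow miRNAs. There, the cow entry miR-1246 had 726 counts of a sequence that the human table does not list, against at most 303 in the other cooked adrenal libraries. These counts cover only a small part of the gap between the aligned reads, and the rest was not explained.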

Other observations

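In this part, the tests of a batch and of the tissue source behind the replicate numbers, and the splits of the samples, were chosen only after the result was seen. miR-122-5p, a miRNA of liver, had 17475 ± 25493 normalized reads (SD, n = 3) in adrenal extract, 4025 ± 6255 in cooked adrenal and 181 ± 142 in raw adrenal. In edgeR the extract exceeded raw adrenal (log2 fold change 6.86, standard error 1.88, adjusted p = 0.0468), with 2 of 3 extract libraries above all 3 raw ones. miR-192-5p, a miRNA of liver and gut, had 4307 ± 5437 in adrenal extract and 553 ± 268 in raw adrenal (log2 fold change 3.05, standard error 0.78, adjusted p = 0.0389 from edgeR), again with 2 of 3 extract libraries above all 3 raw ones. The call of miR-122-5p was lost without raw adrenal replicates 1, 2 and 3 (adjusted p = 0.0970, 0.107 and 0.0952) and adrenal extract replicates 2 and 3 (0.0820 and 0.191). That of miR-192-5p was lost without raw adrenal replicates 1, 2 and 3 (0.0666, 0.0955 and 0.0582) and adrenal extract replicate 3 (0.281). Over the alternatives the adjusted p ran from 0.0013 to 0.213 for miR-122-5p and 0.0028 to 0.281 for miR-192-5p. Of 4 liver and gut miRNAs, these 2 were higher (2 adjusted over the list alone; camera adjusted p = 0.0391, adjusted p = 0.138 with an estimated correlation and adjusted p = 0.0627 with the replicate block, so the list's call is lost under both).

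Against raw adrenal, 2 of 7 miR-30 family members were higher in raw sirloin (4 adjusted over the list alone) and 2 in raw heart (3 adjusted over the list alone). Of 7 members of the miR-10, miR-99/100 and miR-125 families, 1 was higher in raw sirloin than in raw heart (2 higher and 2 lower adjusted over the list alone), and 1 was higher and 2 were lower in raw heart than in raw adrenal (1 and 2 adjusted over the list alone). The endothelial miRNA miR-126-5p was higher in raw heart than in raw adrenal by edgeR (log2 fold change 2.40, standard error 0.63, adjusted p = 0.0088, higher in all 3 of 3 libraries), 1 of 2 endothelial miRNAs in each comparison with raw adrenal. Of 3 red blood cell miRNAs, 1 was higher in raw sirloin and in raw heart than in raw adrenal (1 adjusted over the list alone), and this is miR-486-5p, which the muscle list also holds. By edgeR, none of 9 miR-17/92, 4 mesenchymal, 3 smooth muscle and 2 white blood cell miRNAs passed in any of the 8 comparisons (1 smooth muscle miRNA higher in adrenal extract and 1 white blood cell miRNA higher in raw heart than in raw adrenal when adjusted over the list alone). Entries sharing sequence with structural RNAs were higher in cooked than in raw adrenal by camera (adjusted p = 0.0034, and adjusted p = 0.130 with an estimated correlation), with 0 of 9 past the test (1 adjusted over the list alone). Of the same 9, edgeR called 1 higher in cooked heart (1 adjusted over the list alone), 1 higher in heart extract (2 higher and 2 lower adjusted over the list alone) and 1 lower in adrenal extract (1 higher and 3 lower adjusted over the list alone), each against raw tissue.

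Libraries with the same replicate number deviated together, across tissues as well. Between tissues the mean correlation of deviations was 0.221 for libraries with the same number and −0.111 for others, above the highest of 10000 renumberings (0.179; p = 1e-04, the smallest they can give). The tables argue against the tissue source of 1 tissue alone, which allows no such correlation between tissues (0.221), and against library size, since over 34 miRNAs with at least 10 counts in each deep library (19 libraries compared) the mean was 0.513 (highest renumbering 0.404). A library or sequencing batch shared by number may explain it, which needs a positive value between tissues (0.221), but the paper gives no batches. The paper's tissues came from different suppliers, and no biological explanation was tested.

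Fewer miRNAs were detected in cooked heart and cooked adrenal than in the raw tissues. After thinning to equal totals the ratio of cooked to raw was 1.11 in heart and 1.35 in adrenal, so the lower totals could account for the lower numbers. Aligned reads were 6.94% of adapter-trimmed reads in raw heart and 5.33% in cooked heart, with overlap between libraries. In adrenal they were 5.65% in raw and 2.245% in cooked tissue, again with overlap. Thinning takes out any fall in the miRNA total, so it cannot tell low depth from a loss of miRNAs by cooking. Such a loss stays untested.

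For 3 libraries against 3, the 10 splits are too few for a share under 0.05. The real counts, the splits with as many (the real one included) and the highest of the others were 22, 1 and 0 in raw sirloin against raw heart, 50, 1 and 0 in raw sirloin against raw adrenal, and 44, 1 and 0 in raw heart against raw adrenal. They were 0, 10 and 1 in cooked sirloin, 2, 1 and 1 in cooked heart, 1, 2 and 1 in heart extract, 0, 10 and 0 in cooked adrenal and 6, 1 and 0 in adrenal extract, each against raw tissue. Where numbers pair the libraries, the other splits that part all 3 pairs gave 0 at most, while the splits that gave 1 keep at least 1 pair together. The cooking interactions gave 0, which all 100 splits reach, with 3, 6 and 7 as the highest others in heart against sirloin, adrenal against sirloin and adrenal against heart. In adrenal against sirloin all 32 splits within pairs reach 0 too, with 0 as the highest other. With labels drawn over all tissues, 1 of 100 splits, the real one, reached the 114 miRNAs that differ among the 8 groups (highest other 1). The same held for the medians of 51 and 29 per pair (1 of 100 each, highest others 0). The other splits mix tissues within groups, which widens the spread and lowers the counts, and they ignore the shared replicate numbers. They say only that the groups are not all alike, and do not exclude chance for the size of these counts. For the median of 2 in pairs of the same tissue the labels were drawn within tissues (1 of 100, highest other 0), and it was 0 to 4 when single libraries were left out.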
